# High CO_2_/hypoxia-induced softening of persimmon fruit is modulated by DkERF8/16 and DkNAC9 complexes

**DOI:** 10.1093/jxb/eraa009

**Published:** 2020-01-12

**Authors:** Wei Wu, Miao-miao Wang, Hui Gong, Xiao-fen Liu, Da-long Guo, Ning-jing Sun, Jing-wen Huang, Qing-gang Zhu, Kun-song Chen, Xue-ren Yin

**Keywords:** *DkEGase1*, NAC, NAC-ERF complex, persimmon fruit, post-deastringency softening, transcriptomic analysis, transcriptional regulation

## Abstract

Most persimmon (*Diospyros kaki*) cultivars are astringent and require post-harvest deastringency treatments such as 95% CO_2_ (high-CO_2_ treatment) to make them acceptable to consumers. High-CO_2_ treatment can, however, also induce excessive softening, which can be reduced by adding 1-methylcyclopropene (1-MCP). Previous studies have shown that genes encoding the ETHYLENE RESPONSE FACTORS (ERFs) DkERF8/16/19 can trans-activate *xyloglucan endotransglycosylase/hydrolase* (*DkXTH9*), which encodes the cell wall-degrading enzyme associated with persimmon fruit softening. In this study, RNA-seq data between three treatments were compared, namely high-CO_2_, high-CO_2_+1-MCP, and controls. A total of 227 differentially expressed genes, including 17 transcription factors, were predicted to be related to persimmon post-deastringency softening. Dual-luciferase assays indicated that DkNAC9 activated the *DkEGase1* promoter 2.64-fold. Synergistic effects on transcription of *DkEGase1* that involved DkNAC9 and the previously reported DkERF8/16 were identified. Electrophoretic mobility shift assay indicated that DkNAC9 could physically bind to the *DkEGase1* promoter. Bimolecular fluorescence complementation and firefly luciferase complementation imaging assays indicated protein–protein interactions between DkNAC9 and DkERF8/16. Based on these findings, we conclude that DkNAC9 is a direct transcriptional activator of *DkEGase1* that can co-operate with DkERF8/16 to enhance fruit post-deastringency softening.

## Introduction

Texture, usually reflected by firmness, is critical for fruit storability and quality (Brummell, 2006; Li *et al.*, 2010; Wang *et al.*, 2018). Fruit texture is not only dependent on the genetic background, but is also influenced by external environments, such as temperature (Yang *et al.*, 2007) and plant hormones (Li *et al.*, 2017*b*; Zhang *et al.*, 2018). Low-oxygen environments, usually applied in controlled atmospheres, have been used by industry and researchers to efficiently prolonging post-harvest storage and maintenance of firmness in various fruit (McDonald and Harman, 1982; Siddiqui *et al.*, 1996; Yahia, 1998). A particular side effect of high-CO_2_ (95% CO_2_, 1% O_2_, 4% N_2_) treatment is the accelerated removal of astringency in persimmon (*Diospyros kaki*) fruit. Although this greatly improves the taste for consumers, it subsequently triggers rapid softening (Wang *et al.*, 2017), which is undesirable. Persimmon fruit therefore provides an interesting model to investigate changes in fruit flavor and texture in response to hypoxia. In many fruits, ripening and quality-related gradients of metabolites can occur in relation to *in situ* hypoxic areas generated inside the fruit (Pedreschi *et al.*, 2009; Biais *et al.*, 2010). In persimmon, there is a burst in acetaldehyde production under low oxygen, which contributes to deastringency by precipitating the soluble tannins responsible for the astringent taste (Taira *et al.*, 2001; Min *et al.*, 2012; Zhu *et al.*, 2018). It is known that production of acetaldehyde under anoxia is regulated by various transcription factors (TFs) for example, ethylene response factors (*ERF*s; Min *et al.*, 2012; Zhu *et al.*, 2018) and *WRKY* (Zhu *et al.*, 2019). However, the mechanism(s) regulating the excessive softening that occurs after deastringency treatment are poorly understood.

Persimmon is a climacteric type of fruit, showing an increase in ethylene production during softening (Harima *et al.*, 2003; Nakatsuka *et al.*, 2011; Yin *et al.*, 2012). As with other fruit produced for consumption, modulations in taste, softening, and texture are the main post-harvest issues. In persimmon, the activities of several enzymes have been shown to be positively correlated with fruit softening, namely polygalacturonase (PG: endo-type, EC 3.2.1.15; exo-type, EC 3.2.1.67), pectin methylesterase (PME, EC 3.1.1.11), β-galactosidase (β-gal, EC 3.2.1.23), and xyloglucan endotransglycosylase/hydrolase (XTH, previously known as xyloglucan endotransglycosylase, XET, EC 2.4.1.207), and endo-1,4-β-d-glucanase (EGase, EC 3.2.1.4) (Cutillas-Iturralde *et al.*, 1994; Luo, 2005). Genes encoding some of these enzymes are believed to be involved in fruit softening, such as *DkXTH1*/*2/8* (Nakatsuka *et al.*, 2011; Zhu *et al.*, 2013; Han *et al.*, 2016) and *DkExp3* (Zhang *et al.*, 2012), but little is known about the molecular aspects of persimmon fruit softening.

Unlike the regular softening that occurs during the ripening of persimmon fruit, the extreme softening that occurs post-deastringency is undesirable. As most of the commercialized persimmon belong to the astringent type (Yamada *et al.*, 1994; Wang *et al.*, 1997), which require the removal of astringency to reach an edible standard, this presents a major problem for the industry. Most persimmon post-deastringency fruit softening occurs rapidly after the removal of astringency. In recent years, addition of 1-methylcyclopropene (1-MCP), an inhibitor of ethylene perception, to high-CO_2_ treatment has been found to be effective for achieving deastringency while maintaining firmness for various persimmon cultivars (Harima *et al.*, 2003; Wang *et al.*, 2017). Initial attempts to investigate the transcriptional regulatory mechanisms of post-deastringency softening, with a limited range of ERFs, identified high-CO_2_/hypoxia responsive DkERF8/16/19 as activators of the promoter of *DkXTH9*, which encodes an enzyme related to hemicellulose degradation (Wang *et al.*, 2017). Transcripts of some AP2/ERF TFs have also shown significant correlations with fruit cell wall degradation and softening in various other fruits (Xie *et al.*, 2016), such as *MdCBF* in apple that activates *MdPG1* (Tacken *et al.*, 2010), kiwifruit *AdERF9* that acts as a suppressor of the *AdXET5* promoter (Yin *et al.*, 2010), and some other AP2/ERF genes in tomato (*SlAP2a*, Chung *et al.*, 2010; *Sl-ERF.B3*, Liu *et al.*, 2014). Apart from members of the AP2/ERF family, other TFs have also been found to play significant roles in tomato fruit softening, such as the MADS box TF *RIPENING INHIBITOR* (*RIN*) (Fujisawa *et al.*, 2013), *SlAN2* (an R2R3-MYB factor) (Meng *et al.*, 2015), and *SlNAC1* (NAM, ATAF1/ATAF2, CUC2) (Ma *et al.*, 2014). Hence, the larger-scale screening of TFs would very likely discover new regulators of post-deastringency softening in persimmon fruit.

In this study, RNA-seq was performed with persimmon fruit subjected to different treatments in order to search for more TFs beyond *ERF*s that are involved in this process. Comparative analyses between different treatments revealed multiple differentially expressed TFs. Dual luciferase assays and electrophoretic mobility shift assays indicated that DkNAC9 could physically bind and transactive the *DkEGase1* promoter, and this regulation could be enhanced by the presence of DkERF8/16, which has previously been identified as being involved in post-deastringent softening in persimmon (Wang *et al.*, 2017). However, our assays indicated that these were indirect regulators that functioned by interacting with DkNAC9, rather than with the target gene promoter. Our results thus provide valuable insights into the mechanisms of hypoxia-induced fruit softening.

## Materials and methods

### Plant material and treatments

Fruit of an astringent persimmon (*Diospyros kaki*) cultivar, ‘Jingmianshi’, were selected for this study and harvested from a commercial orchard in 2014 at Qingdao, Shandong, China. The experimental treatments have been described in detail in a previous study by Wang *et al.*, (2017). In brief, uniform mature fruit without disease or mechanical wounding were selected and divided into three batches that were treated in air-tight containers. (I) The first batch was treated with high CO_2_ for 1 d to remove astringency and to initiate rapid post-deastringency softening. (II) The second batch was treated with a combination of high CO_2_ and 1 μl·L^–1^ 1-MCP for 1 d, which achieved similar removal of astringency while maintaining the firmness of the fruit. (III) The third batch was sealed in air-tight containers for 1 d, as a control. After treatment, the fruit were transferred to storage in air at 20 °C. Collection of physiological data and details of sampling were as described by Wang *et al.* (2017), and the following experiments were all based on these samples.

### RNA extraction and cDNA synthesis

Total RNA extraction was conducted according to the methods described by Yin *et al.* (2012). Potential genomic DNA contamination was removed using a TURBO DNAse Kit (Ambion). A total of 1 μg RNA was used for cDNA synthesis from each sample, using an iScript^TM^ cDNA Synthesis Kit (Bio-Rad). All of the RNA extraction and cDNA synthesis reactions were performed with three biological replicates.

### Transcriptome analysis

Three batches of samples after 4 d in storage were selected to perform the RNA-seq, using the same RNA for RT-qPCR. The quality of the RNA for library construction was verified using a Qubit 2.0 Flurometer (Life Technologies) and a RNA Nano 6000 Assay Kit (Agilent Technologies). Library constructions, sequencing, and bioinformatics analyses were conducted by Novogene Bioinformatics Institute (Beijing). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 4000 sequencing platform and paired-end reads were generated. For transcriptome analysis without a reference genome, transcriptome assembly was accomplished based on the left.fq and right.fq using Trinity (Grabherr *et al.*, 2011) with min_kmer_cov set to 2 by default and all other parameters set as default. Gene function was annotated based on the following databases: Nr (NCBI non-redundant protein sequences), Nt (NCBI nucleotide sequences), Pfam (Protein family), KOG/COG (eukaryotic Ortholog Groups/Clusters of Orthologous Groups of proteins), Swiss-Prot (a manually annotated and reviewed protein sequence database), KEGG (Kyoto Encyclopedia of Genes and Genomes), and GO (Gene Ontology). The iTAK software was used to predict TFs. Gene expression levels were estimated by using FPKM (fragments per kilobase of transcript sequence per millions base pairs sequenced; Trapnell *et al.*, 2010). Differential expression analysis of two conditions/groups was performed using the DESeq R package (1.10.1; Love *et al.*, 2014). The *P*-values were adjusted using the Benjamini–Hochberg approach for controlling the false discovery rate. An adjusted *P*-value<0.05 and |FoldChange|>5 were set as thresholds. KOBAS (Mao *et al.*, 2005) was used to test the statistical enrichment of differentially expressed genes in the KEGG pathways.

### RT-qPCR analysis

RT-qPCR was carried out on a CFX96 instrument (Bio-Rad), with SsoFast EvaGreen Supermix (Bio-Rad). The PCR reactions and procedures were performed as described by Wang *et al.* (2017). Gene-specific oligonucleotide primers were designed using Primer3 and are listed in Supplementary Table S1 at *JXB* online. The specificity of the primers was double-checked by melting-curve and PCR-product resequencing. The housekeeping gene *DkACT* (Min *et al.*, 2012) was chosen to monitor the abundance of mRNA. Real-time PCR reactions for each gene were performed at each sampling point of each treatment, with three biological replicates.

### Dual-luciferase assay

A dual-luciferase assay was conducted to test the *in vivo* regulatory effects of TFs on promoters of softening-related genes. Full-length genes were amplified with primers (Supplementary Table S2) and fused to the pGreen II 0029 62-SK vector (SK; Hellens *et al.*, 2005). Full-length of *DkERF* (*DkERF8/16/19*) genes had previously been constructed to SK by Min *et al.* (2012, 2014). Promoters of the cell wall metabolism-related genes (*Dkβ-gal1/4*, *DkEGase1*, *DkPE1/2*, *DkPG1*, and *DkXTH9/10*) were originally constructed by Wang *et al.* (2017), and were integrated into the pGreen II 0800-LUC vector (LUC; Hellens *et al.*, 2005).

All of the recombinant SK and LUC vectors were electroporated into *Agrobacterium tumefaciens* GV3101. The transfected *Agrobacterium* were grown in Luria–Bertani (LB) medium plates with 50 μg ml^–1^ kanamycin and 25 μg ml^–1^ gentamycin for 2 d and then re-streaked onto new LB plates for 1 d. *Agrobacterium* samples were resuspended in infiltration buffer (10 mM MES, 10 mM MgCl_2_, 150 μM acetosyringone, pH 5.6) and adjusted to OD_600_ of ~0.75. The cultures with the TF and promoter were then mixed (v/v, 10:1; for synergistic effect analysis, the TF1:TF2: promoter was 5:5:1; for gradient dilutions analysis, the TF1:TF2: promoter ratio changed from 10:0:1, 9:1:1 to 0:10:1) and infiltrated into leaves of tobacco (*Nicotiana benthamiana*) using syringes without needles. At 3d after infiltration, leaf discs were collected from the infiltrated areas and assayed using dual-luciferase assay reagents (Promega). Dual-luciferase assays were conducted with three replicates.

### Subcellular localization and phylogenetic analysis

35S-*DkERF8/16*-GFP (green fluorescent protein) and 35S-*DkNAC9*-GFP were transiently expressed in leaves of transgenic *N. benthamiana* with NLS-mCherry by *Agrobacterium*-mediated infiltration (GV3101) according to the method described by Xu *et al.* (2014). At 2 d after infiltration, the GFP signals of the leaves were imaged using a Zeiss LSM710NLO confocal laser-scanning microscope. The primers used for GFP constructions are listed in Supplementary Table S2.

The NAC gene (*DkNAC9*) was aligned with Arabidopsis *NAC* genes downloaded from the TAIR database (https://www.arabidopsis.org/). The alignment results were visualized using ClustalX (v.1.81) and FigTree (v.1.4.2).

### Electrophoretic mobility shift assay

The full-length *DkERF8*, *DkERF16*, and *DkNAC9* were inserted into the pGEX-4T-1 vector (GE), the constructs were then transformed into Rosetta (DE3) pLys bacteria (Novagen) by heat shock. Isopropyl β-d-1-thiogalactopyranoside (IPTG, 1 mM) was used to induce accumulation of the proteins at 16 °C for 20 h, then a GST-tag Protein Purification Kit (Beyotime Biotechnology) was used to purify the target proteins.

An electrophoretic mobility shift assay (EMSA) was performed using a LightShift Chemiluminescent EMSA kit (ThermoFisher Scientific). The probes used for this assay were synthesized and 3´-biotin labeled by HuaGene (Shanghai, China), and were mixed and annealed to the probe with its complementary chain to form a double strand.

### Bimolecular fluorescence complementation assay

The full-length of *DkERF8*, *DkERF16*, and *DkNAC9* were constructed into either C-terminal or N-terminal fragments of yellow fluorescent protein (YFP) vectors, using the primers listed in Supplementary Table S2 (the same primers were used in each case). All constructs were transiently expressed in leaves of transgenic *N. benthamiana* with NLS-mCherry by *Agrobacterium*-mediated infiltration (GV3101) according to previously published methods (Li *et al.*, 2016). The YFP fluorescence of the tobacco leaves was imaged 1 d after infiltration using a Zeiss LSM710NLO confocal laser-scanning microscope.

### Firefly luciferase complementation imaging assay

The full-length *DkERF8*, *DkERF16*, and *DkNAC9* were constructed into both the pCAMBIA1300-nLuc and pCAMBIA1300-cLuc (luciferase) vectors, using the primers listed in Supplementary Table S2. All constructs were transiently expressed in tobacco leaves by *Agrobacterium*-mediated infiltration (GV3101) as described previously (Li *et al.*, 2017*a*). The experimental combinations of TFs and the corresponding controls were injected into the same leaf and the luciferase activity of tobacco leaves was imaged 1 d after infiltration using a NightSHADE LB 985 imaging system (Berthold Technologies).

### Statistical analysis

Excel was used to conduct *t*-tests and ANOVA followed by least-significant difference (LSD) analyses. The figures were drawn using GraphPadPrism7 and Adobe Photoshop CS6.

### Accession numbers

The transcriptome data generated in this study have been submitted to the NCBI database with the BioProject ID PRJNA562104 and the GEO accession number GSE137588.

Sequence data from this paper are available at GenBank with the accession numbers KY849610, MH253881, MH621298, MK737978, MK737990, MK737999, MK738002, MK838487, MK838489, MK838490, and MK838492.

## Results

### Transcriptomic analysis and isolation of candidate TFs

High-CO_2_+1-MCP maintains firmness in persimmon fruit (Wang *et al.*, 2017), whilst high-CO_2_ causes rapid softening. Setting the adjusted *P*-value at <0.05 and |FoldChange| >5 as the thresholds, 2954 genes were found to be up-regulated by high-CO_2_ treatment (CO_2_) in ‘Jingmianshi’ persimmon fruit compared with the control (CK), and 1324 genes were down-regulated (Fig. 1). 

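RNA was sequenced from 'Jingmianshi' fruit held for 1 d in air-tight containers with 95% CO2 (CO2), with 95% CO2 and 1 μl l–1 of the ethylene receptor blocker 1-MCP (CO2+1-MCP), or with air (CK). The fruit were then moved to air, and those at 4 d in storage are the ones compared here, with 3 libraries (A, B and C) per treatment. No genome was used: the authors assembled the reads into unigenes with Trinity, and 261970 unigenes are listed, named by cluster and without a chromosomal position. For each library the authors gave an estimated (expected) count of reads per unigene, not normalized for depth, and an FPKM value, normalized for unigene length and library depth. The counting tool is not given in the sources used here. Total counts per library ranged from 17631312 to 24943140 in CK (median 18424601), from 18491738 to 23871019 in CO2 (median 19146986), and from 15261878 to 20657108 in CO2+1-MCP (median 18144922). The paper states no depth per library in its text. Counts were rounded to whole numbers here, unigenes with few counts were removed by edgeR's filterByExpr, libraries were scaled by TMM, and 2 treatments at a time were compared by edgeR's quasi-likelihood F test. P values were adjusted by the Benjamini–Hochberg method over all unigenes tested. A DEG had an adjusted p below 0.05 and a fold change above 5, the thresholds of the paper, which names the DESeq package as its test. DESeq2 was run on the same counts as an alternative. FPKM values are given as the mean ± SD of the 3 libraries, and a fold against a treatment without any count uses a floor of 3 counts over its libraries. Such floors, and the intervals given beside very low counts, cover counting error only.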

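Of 63046 unigenes tested in CO2 against CK, 1773 were up-regulated and 672 were down-regulated by edgeR. At an unadjusted p below 0.05, before any limit on the fold change, there were 15025 unigenes. DESeq2 called 3339 up-regulated and 1838 down-regulated unigenes, among them 1771 and 666 of those called by edgeR. With every library kept, the counts moved most in a test against the 5-fold threshold and a fit with the replicate letter as a block. Each gave 0 DEGs by edgeR, at 2625 and 12809 unigenes with an unadjusted p below 0.05. The counts also changed with a library left out, where a group of 2 libraries leaves fewer degrees of freedom. Without CK replicate A, B or C no unigene passed (0 DEGs by edgeR, with 11005, 11690 and 11121 unigenes at an unadjusted p below 0.05), and without CO2 replicate B the count was 0 as well (15237 at an unadjusted p below 0.05). The lowest adjusted p of any unigene by edgeR was 0.134, 0.12, 0.112 and 0.0525 in these fits. A call lost in them, here or below, therefore says nothing about the single unigene. Without CO2 replicate A there were 1049 up- and 405 down-regulated unigenes, and without CO2 replicate C there were 2637 and 2475. Unigenes simulated with the spread estimated from these libraries were used to see what the test could find. Of 200 unigenes given a log2 fold change of 3, edgeR called 36 with 2 false calls, and DESeq2 called 136 with 216 false calls. Only these 200 of 63045 simulated unigenes with counts were changed, fewer than the 1773 up-regulated by edgeR in the real counts. The adjusted p depends on that share, so neither the share found nor the share of false calls carries over to the real comparison. The 3 largest increases among DEGs with a mean FPKM of at least 50 in either treatment and no overlap between libraries were in unigenes without a single count in CK. Cluster-16487.205423 (best hit in the NR database a rhamnogalacturonate lyase) had 674 ± 435 FPKM in CO2 (SD, n = 3), at least 30600-fold higher than in CK (adjusted p = 0.0217, edgeR). Cluster-16487.217805 (defensin protein) had 1250 ± 881 FPKM, at least 9010-fold higher (adjusted p = 0.0247, edgeR), and Cluster-16487.38717 (peroxidase) had 196 ± 160 FPKM, at least 4480-fold higher (adjusted p = 0.0271, edgeR). The largest decrease was in Cluster-16487.208617, which has no NR hit, from 92.8 ± 7.34 FPKM in CK to 2.97 ± 3.08 in CO2 (log2 fold change −4.92, standard error 0.62, adjusted p = 0.0225, edgeR). Cluster-16487.53513 (talisin) fell from 61.6 ± 3.54 to 2.28 ± 0.825 FPKM (log2 fold change −4.72, standard error 0.25, adjusted p = 0.0183, edgeR). Cluster-16487.212664 (12 kDa heat shock protein, hit in Quercus suber) fell from 219 ± 32.5 to 14.0 ± 11.9 FPKM (log2 fold change −3.99, standard error 0.58, adjusted p = 0.0249, edgeR). Whether this unigene is a persimmon transcript was not tested. Across these 6 unigenes the adjusted p without CK replicate A, B or C or without CO2 replicate B lay between 0.0525 and 0.137.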

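CO2+1-MCP fruit were next compared with CO2 fruit over 62228 unigenes. By edgeR 0 unigenes were up-regulated and 0 were down-regulated, with 0.152 as the lowest adjusted p of any unigene. At an unadjusted p below 0.05 there were 3883 unigenes, 1473 of them more than 5-fold lower in CO2+1-MCP and 228 more than 5-fold higher. DESeq2 called 174 up-regulated and 1240 down-regulated unigenes. With all 7 groups of libraries (0 d, 1 d and 4 d) in one edgeR fit the counts were 53 and 788, and without the filter on low counts they were 587 and 1715. With any 1 of the 6 libraries left out, edgeR again called 0 unigenes, with 2811 to 5635 at an unadjusted p below 0.05. The biological coefficient of variation estimated by edgeR was 0.739 in this comparison and 0.574 in CO2 against CK. Across unigenes, counts in CO2+1-MCP replicate B had a Spearman correlation of 0.719 with replicate A and of 0.685 with replicate C, against 0.884 between A and C; unigenes are not independent replicates. When 200 unigenes were simulated with this spread and a log2 fold change of 3, edgeR called 0 of them and DESeq2 called 106 with 227 false calls. At a simulated log2 fold change of 6 edgeR called 118 of 200 with 9 false calls. Again only 200 of the simulated unigenes were changed, so these shares do not carry over to the real comparison.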

Comparison of the RNA-seq results for the high-CO_2_+1-MCP treatment (CO_2_+1-MCP) with the high-CO_2_ treatment alone indicated that 97 and 973 genes were up- and down-regulated, respectively. Firmness was one of parameters in the comparison (CO_2_ versus CK = soft versus firm; CO_2_+1-MCP versus CO_2_ = firm versus soft), and selection of genes that showed opposite trends in the two sets of samples enabled the number of potential candidate genes for post-deastringency softening to be reduced to 871 (Fig. 1). 

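Because edgeR called 0 DEGs between CO2+1-MCP and CO2, it found 0 unigenes with opposite trends in the 2 comparisons. With DESeq2, 1045 unigenes were up-regulated in CO2 against CK and down-regulated in CO2+1-MCP against CO2, and 47 showed the reverse. Without the filter on low counts these numbers were 1208 and 126, and with all 7 groups in one fit they were 669 and 43. The unadjusted p of CO2+1-MCP against CO2 was below 0.05 for 3883 unigenes. The same CO2 libraries enter both comparisons, on opposite sides, so chance differences in them produce opposite trends as well. Across the unigenes tested in both, the log2 fold changes of the 2 comparisons had a Pearson correlation of −0.73 by edgeR. Unigenes are not independent replicates. In 10 simulations with the same spread, with the effect of CO2 kept and no effect of 1-MCP, the correlation was between −0.279 and −0.26, and with no effect of either treatment it was between −0.526 and −0.507. Of the unigenes up-regulated in CO2 against CK by edgeR, 53.6% were more than 5-fold lower in CO2+1-MCP than in CO2, against 2.4% to 3.9% in the simulations without an effect of 1-MCP. A log2 fold change below 0 was found for 94.1%, against 61.2% to 64.3% in those simulations. With no effect of either treatment edgeR called 0 unigenes up-regulated, so these percentages could not be formed. DESeq2 called 110 to 124 up-regulated in 2 simulations of that kind. Of these, 86.3% to 92.7% were below 0, against 93.5% observed by DESeq2. More than 5-fold lower were 29.8% to 33.6%, against 53.5% observed by DESeq2. With no effect of either treatment DESeq2 called 10 to 17 unigenes with the first opposite trend and 19 to 22 with the reverse. In 2 simulations without an effect of 1-MCP, 62.5% to 64.5% of those up-regulated by DESeq2 were below 0. More than 5-fold lower were 5.6% to 5.7% of them. In those 2 simulations DESeq2 called 35 to 46 unigenes with the first opposite trend. It called 26 to 30 with the reverse. The paper names firmness among the parameters of these comparisons, soft against firm in the first and firm against soft in the second, and takes unigenes moving in opposite directions as potential candidates for post-deastringency softening.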

After removing the differentially expressed genes (DEGs) in the comparison between high-CO_2_+1-MCP and CK, the remaining DEGs with a maximum FPKM≥50 were then selected as a reference set (227 genes; Fig. 1, Supplementary Table S3) and their role in fruit softening was investigated. Of these 227 genes, 17 unigenes encoded putative TFs (Supplementary Table. S4). 

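With edgeR no unigene remained after these steps, because 0 DEGs were called between CO2+1-MCP and CO2 (3883 unigenes at an unadjusted p below 0.05), while DESeq2 with the highest FPKM taken over the 9 libraries at 4 d gave 263 unigenes, 213 of them in Table S3. With the highest FPKM taken over all 21 libraries, a choice made after the data had been seen, DESeq2 gave 271 unigenes and 218 of Table S3. All 227 unigenes of Table S3 have an FPKM of at least 50 in 1 or more of the 21 libraries, and 221 have one at 4 d. The FPKM values in Table S3 are those deposited, with a largest difference of 0. In CO2 against CK 225 unigenes of Table S3 could be tested, with a median log2 fold change of 5.19 (5.15 with the 26 unigenes without counts in CK set to their floor), and edgeR called 215 of them up-regulated. This number was 183 without CO2 replicate A, 224 without CO2 replicate C, and 0 without CO2 replicate B or CK replicate A, B or C, while DESeq2 called 225. In CO2+1-MCP against CO2 the median log2 fold change was −4.35 over 225 unigenes, 224 were more than 5-fold lower and 225 had an unadjusted p below 0.05. Their adjusted p was 0.152 to 0.385 and 0 were called by edgeR, against 225 by DESeq2. Adjusted over the list alone, 223 passed in CO2 against CK and 224 in CO2+1-MCP against CO2 by edgeR. Between CO2+1-MCP and CK their median log2 fold change was 0.6 over 157 unigenes tested, with 0 DEGs by edgeR and 50 unigenes at an unadjusted p below 0.05, and with 1 adjusted over the list alone. The CO2 and CK libraries did not overlap for 226 of them, nor the CO2 and CO2+1-MCP libraries for 226, CO2 being the higher, where chance gives no overlap in either direction for 10%. The unigenes had been selected on these same libraries, so neither the list nor these counts are independent evidence. The coefficient of variation between the 3 CO2 libraries was 69.4% in the median unigene, and ranged from 18.1% to 173.2%. Cluster-16487.113667, singled out after its values were seen, had counts at 4 d in CO2 replicate A alone, with 28.26 FPKM there and 0 in the other 8 libraries.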

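Since no unigene passed every step by edgeR, the 5 unigenes of Table S3 with the highest mean FPKM in CO2 are given. Cluster-16487.136657 (probable polygalacturonase) had 2380 ± 2020 FPKM in CO2 (SD, n = 3), 36.4 ± 34.6 in CK and 183 ± 128 in CO2+1-MCP, from only 425, 8 and 37 counts. Cluster-16487.80669 (mannitol dehydrogenase) had 1940 ± 840 FPKM in CO2, 59.2 ± 0.895 in CK and 94.8 ± 28.6 in CO2+1-MCP. Cluster-16487.84635 (polygalacturonase) had 1870 ± 1450, 38.9 ± 6.38 and 145 ± 76.8 FPKM, Cluster-16487.150591 (persimmon polygalacturonase) had 1620 ± 1260, 52.7 ± 8.48 and 91.4 ± 9.93 FPKM, and Cluster-16487.91028 (persimmon chitinase A3) had 1230 ± 866, 62.0 ± 9.94 and 152 ± 53.5 FPKM in the same order. Their log2 fold changes in CO2 against CK were 6.01, 5.19, 5.8, 5.15 and 4.5, with adjusted p values of 0.0389, 0.0192, 0.0241, 0.0267 and 0.0263 by edgeR. Without CK replicate A, B or C or CO2 replicate B none of the 5 passed by edgeR (adjusted p 0.0539 to 0.158), and Cluster-16487.136657 also failed without CO2 replicate A (adjusted p = 0.0621). Their log2 fold changes in CO2+1-MCP against CO2 were −3.73, −4.51, −3.98, −4.35 and −3.25, with adjusted p values of 0.152 to 0.233.

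**Figure D1:**
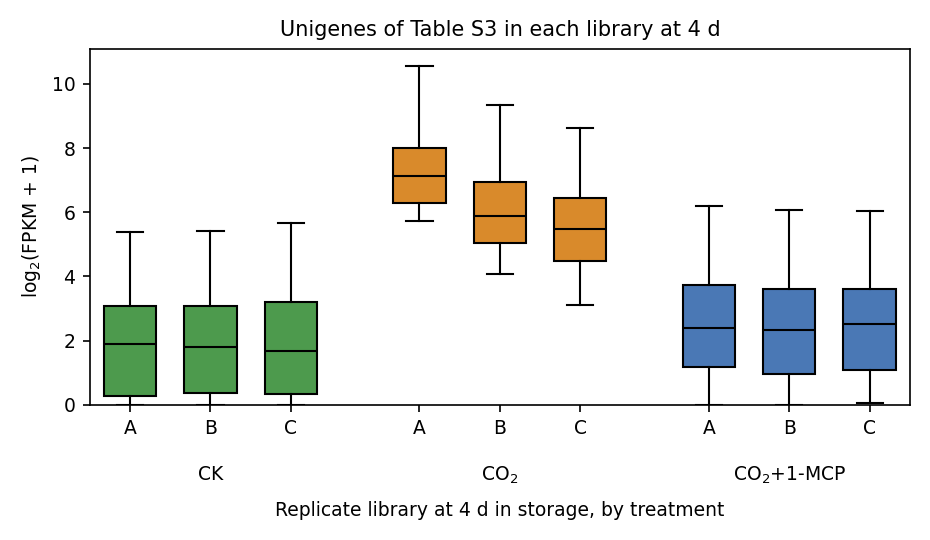
Level of the 227 unigenes of Table S3 in each library at 4 d in storage, as log2(FPKM + 1) on the vertical axis, by treatment and replicate library on the horizontal axis. Lines in the boxes are medians (1.9, 1.81 and 1.67 in CK A, B and C, 7.14, 5.88 and 5.47 in CO2, 2.4, 2.32 and 2.5 in CO2+1-MCP), boxes run from the 25th to the 75th percentile and whiskers from the 5th to the 95th.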

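By a rule written before the data were examined, but with Tables S3 and S4 already seen, 16 unigenes of Table S3 were taken as putative TFs from the names in their annotation. They were 4 of the ERF family, 2 bZIP, 2 NAC, 2 with a B-box type zinc finger domain, 1 RAV, 1 WRKY, 1 C2H2 zinc finger, 1 YABBY, 1 Alfin-like PHD finger and 1 zinc finger protein whose family is not given. In CO2 against CK all 16 had a positive log2 fold change, from 2.26 to 6.52 with a median of 3.94, and 15 were DEGs by edgeR (adjusted p over the 16 from 0.0192 to 0.0407). The remaining ERF unigene, Cluster-16487.105549, had a fold change just under 5. All 16 had a negative log2 fold change in CO2+1-MCP against CO2, from −5.01 to −2.55 with a median of −3.48. There 0 were DEGs by edgeR (adjusted p from 0.152 to 0.278), although 16 had an unadjusted p below 0.05 and 16 were DEGs by DESeq2. Adjusted over the list alone, 15 passed in the first comparison and 16 in the second by edgeR. In both comparisons the libraries of the 2 treatments did not overlap for 16 of 16 unigenes, where chance gives no overlap in either direction for 10%. These unigenes are members of a list selected on the same libraries, so such counts are not independent evidence. Without CK replicate A, B or C or without CO2 replicate B, 0 of the 16 were DEGs in CO2 against CK by edgeR, with adjusted p values of 0.0533 to 0.176. Between CO2+1-MCP and CK 15 of the 16 could be tested and 0 were DEGs by edgeR, with log2 fold changes from −0.37 to 2.13, adjusted p values from 0.131 to 0.993, 3 unadjusted p values below 0.05 and 0 DEGs by DESeq2.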

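By annotation, the YABBY, Alfin-like PHD finger and C2H2 zinc-finger families have a single unigene each in Table S3. These unigenes were matched to DkYABBY2, DkAlfin-like1 and DkZAT1 by family alone, as no sequences were compared. The annotation leaves open whether Cluster-16487.182632, a zinc finger protein whose family is not given, is also of the C2H2 family. The YABBY unigene Cluster-16487.178887 had 3.7 ± 0.676 FPKM in CK (SD, n = 3), 42.1 ± 23.4 in CO2 and 4.72 ± 0.71 in CO2+1-MCP. Its log2 fold change was 3.68 in CO2 against CK (standard error 0.57, adjusted p = 0.027, edgeR) and −3.38 in CO2+1-MCP against CO2 (standard error 0.56, adjusted p = 0.166). The Alfin-like PHD finger unigene Cluster-16487.157360 had 21.6 ± 2.45 FPKM in CK, 219 ± 149 in CO2 and 28.7 ± 3.19 in CO2+1-MCP. The corresponding log2 fold changes were 3.54 (standard error 0.64, adjusted p = 0.0343, edgeR) and −3.17 (standard error 0.63, adjusted p = 0.199). The C2H2 zinc-finger unigene Cluster-16487.44628 was far less abundant, with 0.957 ± 0.359 FPKM in CK (43 counts over 3 libraries), 6.75 ± 1.85 in CO2 (293 counts) and 1.05 ± 0.349 in CO2+1-MCP (40 counts). It changed by 2.96 on the log2 scale in CO2 against CK (standard error 0.51, adjusted p = 0.0315, edgeR) and by −2.86 in CO2+1-MCP against CO2 (standard error 0.58, adjusted p = 0.207). For these 3 unigenes, which were selected on these libraries, CO2 did not overlap with CK or with CO2+1-MCP, where chance gives no overlap in either direction for 10% in each comparison. All 3 lost their edgeR DEG call in CO2 against CK without CK replicate A, B or C or CO2 replicate B (adjusted p 0.0634 to 0.163), and the C2H2 unigene also without CO2 replicate A (adjusted p = 0.0501).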

After full-length cloning and sequence analysis, 12 genes were obtained, namely *DkAlfin-like1* (*Alfin-like PHD finger*, MK738002), *DkbZIP12/13* (MK737990/MK838490), *DkERF34/35* (MK737978/MK838487), *DkNAC9/21* (MH253881/MK838489), *DkPLATZ1* (*plant AT-rich sequence- and zinc-binding*, MK838492), *DkWRKY3* (KY849610), *DkYABBY2* (MK737999), *DkZAT1* (*C2H2 zinc-finger*, MH621298) (Fig. 2), and the previously reported softening-related *DkERF8* (see Wang *et al.*, 2017).

**Fig. 1.**
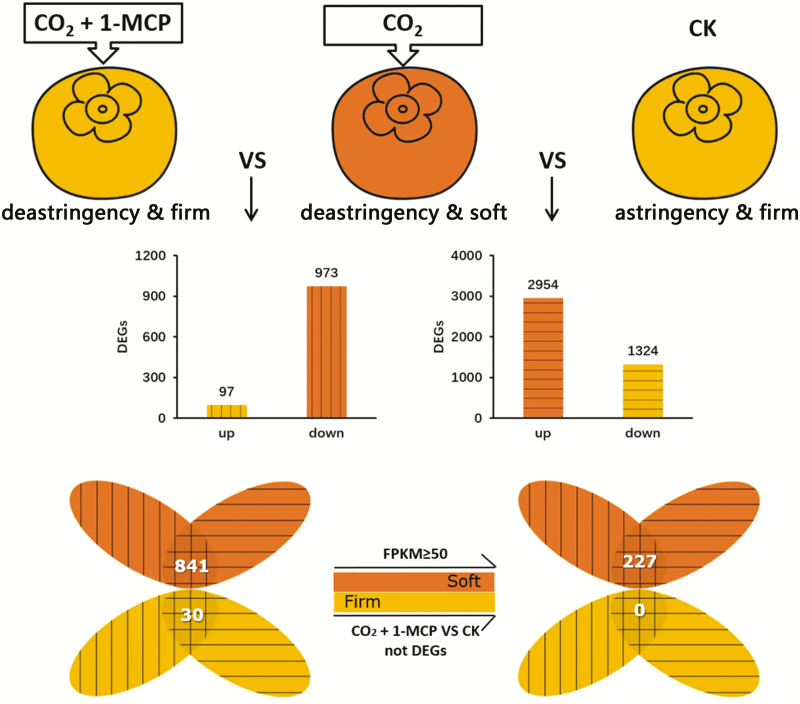
Identification by RNA-seq of differentially expressed genes (DEGs) responding to different treatments in post-harvest ‘Jingmianshi’ persimmon fruit. Mature fruit were treated with 95% CO_2_ (CO_2_), 95% CO_2_+1 μl l^–1^ 1-methylcyclopropene (CO_2_+1-MCP), or air (control, CK) for 1 d in air-tight containers, and then transferred to air. Samples were analysed 3 d after treatment. Orange indicates softening and yellow indicates that firmness was retained. The numbers of up- and down-regulated DEGs in each comparison are shown in the graphs. The Venn diagram to the left shows genes that had opposite trends in the two sets of comparisons. After removing the DEGs in the comparison between high-CO_2_+1-MCP and CK, 227 DEGs remained that had maximum FPKM values ≥50.

**Fig. 2.**
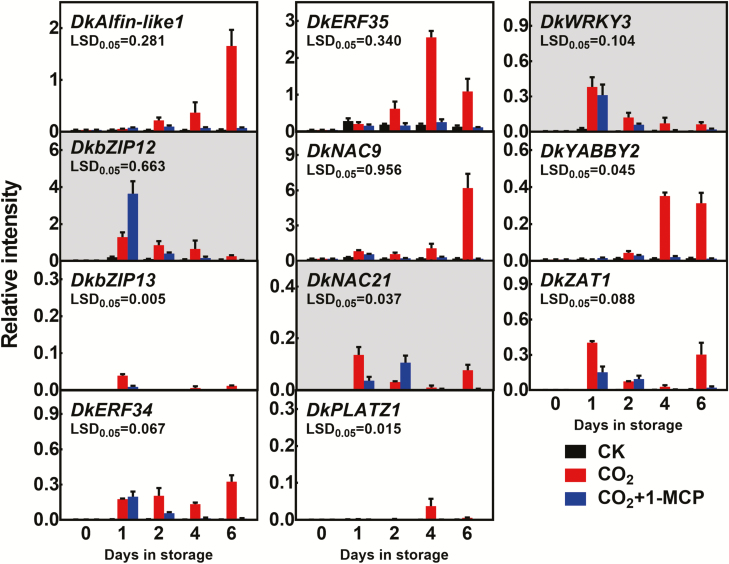
Expression of the differentially expressed transcription factors in ‘Jingmianshi’ persimmon fruit. Mature fruit were treated at 0 d in storage with 95% CO_2_ (CO_2_), 95% CO_2_+1 μl l^–1^ 1-methylcyclopropene (CO_2_+1-MCP), or air (control, CK) for 1 d in air-tight containers, and then transferred to air. Transcript levels were analysed by RT-qPCR. The three genes shown with grey backgrounds were discarded from further investigation, due to their lack of agreement with the RNA-seq results. Relative intensity is the expression relative to that of *DkACT*. Data are means (±SE) of three biological replicates.

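Among the genes whose transcript levels were measured by RT-qPCR, the RNA-seq values of the bZIP and WRKY genes were as follows. Table S3 holds 2 bZIP unigenes, and the annotation leaves open which of them is DkbZIP12 and which is DkbZIP13. Cluster-16487.124578 had 0.667 ± 0.353 FPKM in CK (SD, n = 3), 52.9 ± 34.2 in CO2 and 3.2 ± 0.396 in CO2+1-MCP at 4 d, with a log2 fold change of 6.52 in CO2 against CK (standard error 0.86, adjusted p = 0.0235, edgeR). Cluster-16487.75897 had 2.28 ± 0.374, 28.7 ± 12.6 and 2.55 ± 0.976 FPKM in the same order, and a log2 fold change of 3.8 (standard error 0.52, adjusted p = 0.0242, edgeR). DkWRKY3 was represented by Cluster-16487.181586, the most abundant of 4 unigenes whose best NR hit carries that name, with 0.377 ± 0.0551 FPKM in CK, 5.96 ± 1.27 in CO2 and 1.02 ± 0.321 in CO2+1-MCP. Its log2 fold change in CO2 against CK was 4.07 (standard error 0.4, adjusted p = 0.0192, edgeR). Of these 3 unigenes none stayed a DEG without CK replicate A, B or C or CO2 replicate B (adjusted p 0.0533 to 0.139). In CO2+1-MCP against CO2 the log2 fold changes were −4.28, −3.74 and −2.74, with standard errors of 0.65, 0.55 and 0.48, and none was a DEG by edgeR (adjusted p = 0.157, 0.152 and 0.176).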

Transcript levels of the 11 newly isolated TFs were verified by reverse-transcription quantitative PCR (RT-qPCR). The expression of *DkERF34/35*, *DkYABBY2*, *DkNAC9*, *DkAlfin-like1*, *DkPLATZ1*, *DkZAT1*, and *DkbZIP13* was substantially greater in high-CO_2_ than in the high-CO_2_+1-MCP and CK treatments (Fig. 2). *DkbZIP12* and *DkNAC21* were more abundant in the fruit treated with high-CO_2_+1-MCP at 1 d in storage (DIS) and 2 DIS respectively, and were not considered for further analysis. *DkWRKY3* showed no significant differences at 1 DIS and 2 DIS between high-CO_2_+1-MCP and high-CO_2_ and was also not considered further (Fig. 2).

### *In vivo* regulatory effects of selected TFs on promoters of genes involved in cell wall metabolism

To examine the potential regulatory effects of TFs on fruit-softening genes, the previously isolated promoters of eight genes were selected, namely *Dkβ-gal1/4*, *DkEGase1*, *DkPE1/2*, *DkPG1*, and *DkXTH9/10* (Wang *et al.*, 2017). Dual-luciferase assays indicated there was significant transactivation (2.6-fold) by DkNAC9 on the *DkEGase1* promoter, and very limited effects of the other TFs on the other gene promoters tested (Fig. 3).

**Fig. 3.**
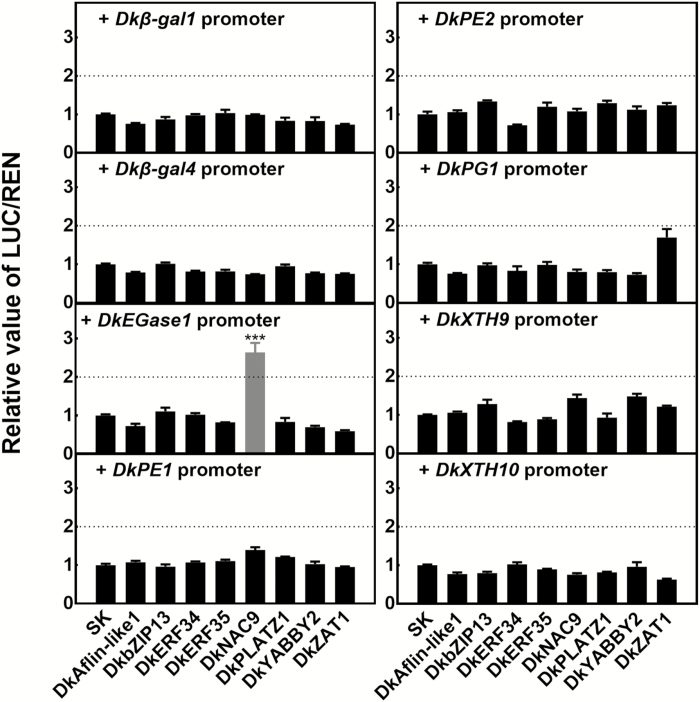
Regulatory effects of transcription factors on the promoters of genes related to cell wall metabolism in persimmon fruit. Dual-luciferase assays were used for analysis of regulatory effects. Values of the ratio of LUC/REN are expressed relative to that of the empty vector (SK) plus promoter, which was set as 1. Data are means (±SE) of three replicates and significant differences were determined using Student’s *t*-test: ***P<0.001.

DkERFs 8, 16, and 19 have previously been shown to be positive regulators of the *DkXTH9* promoter, thus indicating a role in persimmon post-deastringency softening, but they have little effect on the *DkEGase1* promoter (Wang *et al.*, 2017). Using dual-luciferase assays, the synergistic effects of DkERFs and DkNAC9 on the *DkEGase1* promoter were investigated. As shown in Fig. 4, the combinations of DkERF8+DkNAC9 and DkERF16+DkNAC9 significantly enhanced the promoter activity of *DkEGase1*, by 4.2-fold and 4.9-fold, respectively, compared with the effects of individual DkERF8, DkERF16, or DkNAC9. However, the combination of DkERF19 and DkNAC9 failed to show any additive effect (Fig. 4).

**Fig. 4.**
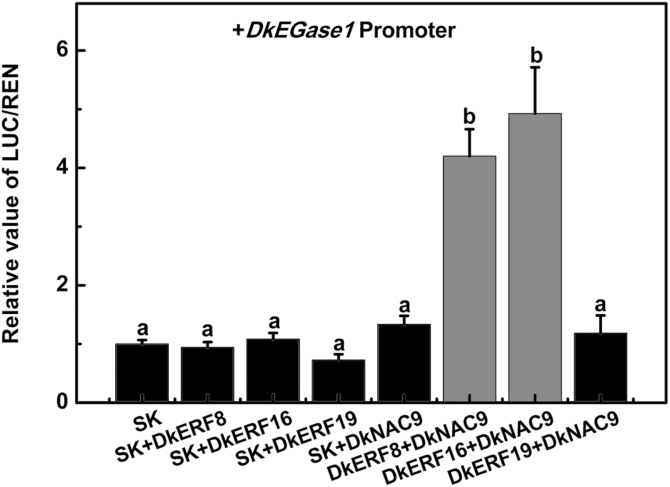
The synergistic effects of DkNAC9 and DkERFs on the promoter of *DkEGase1* in persimmon fruit. Dual-luciferase assays were used to test the synergistic effects of different combinations of transcription factors. Values of the ratio of LUC/REN are expressed relative to that of the empty vector (SK) plus promoter was, which was set as 1. Data are means (±SE) of three replicates. Different letters indicate significant differences between means as determined using ANOVA followed by LSD tests (*P*<0.05).

The three positively acting TFs were fused to a GFP tag and expressed in tobacco leaves in order to examine their subcellular localization. All three genes produced strong signals in the nucleus, although some *DkERF8* signal was also found in plastids and *DkERF16* was also found in the cell membrane (Supplementary Fig. S1).

### Interactions between the TFs and the *DkEGase1* promoter

In order to test the physical interactions between TFs and the *DkEGase1* promoter, EMSA was conducted. NAC family proteins have been reported to bind to the CATGTG motif (Tran *et al.*, 2004) and there was only one CATGTG motif in the *DkEGase1* promoter, which was located between approximately –300 bp and –295 bp (Fig. 5A). EMSAs indicated that DkNAC9 retarded the biotin-labeled probe and that the cold competitor probe (without biotin labeling) could reduce the band intensity (Fig. 5B). This indicated that DkNAC9 could physically bind to the CATGTG motif. *DkERF8* and *16* belong to the AP2/ERF family, and this family of proteins usually interact with a GCC box or DRE motif to regulate ethylene-responsive genes (Huang *et al.*, 2004; Zhang *et al.*, 2009). However, neither sequence was found in the *DkEGase1* promoter (from approximately –2180 to –1 bp). Some other rare motifs (e.g. ATCTA, CAACA) were also tried; however, the EMSA indicated that these ERF proteins could not interact with them (Supplementary Fig. S2).

**Fig. 5.**
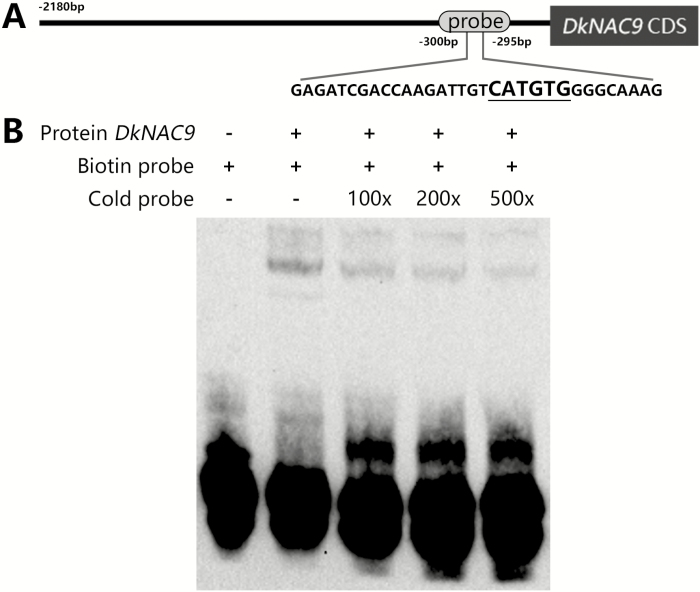
Analysis of the binding ability of DkNAC9 to the promoter of *DkEGase1*. (A) The probe sequence used for electrophoretic mobility shift assay (EMSA) in the *DkEGase1* promoter. The core sequence for NAC binding is underlined. (B) EMSA analysis. A 3´ biotin-labeled probe was used as the hot probe and the cold probe was without the 3´ biotin label.

### Protein–protein interactions between DkNAC9 and DkERF8 and DkERF16

To clarify the synergistic effects of DkERF8 or DkERF16 with DkNAC9, we performed bimolecular fluorescence complementation (BiFC) assays using tobacco leaves. The results showed that co-expression of *DkERF8*-YFP^N^ and *DkNAC9*-YFP^C^ or *DkNAC9*-YFP^N^ and *DkERF8*-YFP^C^ both produced strong signals in the nucleus (Fig. 6A), while the negative combinations, such as *DkERF8*-YFP^N^ + YFP^C^, YFP^N^ + *DkNAC9*-YFP^C^, *DkNAC9*-YFP^N^**+** YFP^C^, YFP^N^ + *DkERF8*-YFP^C^, and YFP^N^**+** YFP^C^, all failed to exhibit any detectable fluorescence signal. Similar results were also found for interactions between DkERF16 and DkNAC9 (Fig. 6B) and the firefly luciferase complementation imaging (LCI) assay confirmed their interactions. All combinations of *DkERF8*-nluc + *DkNAC9*-cluc, *DkERF8*-cluc + *DkNAC9*-nluc, *DkERF16*-nluc + *DkNAC9*-cluc, or *DkERF16*-cluc + *DkNAC9*-nluc emitted fluorescence signals (Fig. 6C, D).

**Fig. 6.**
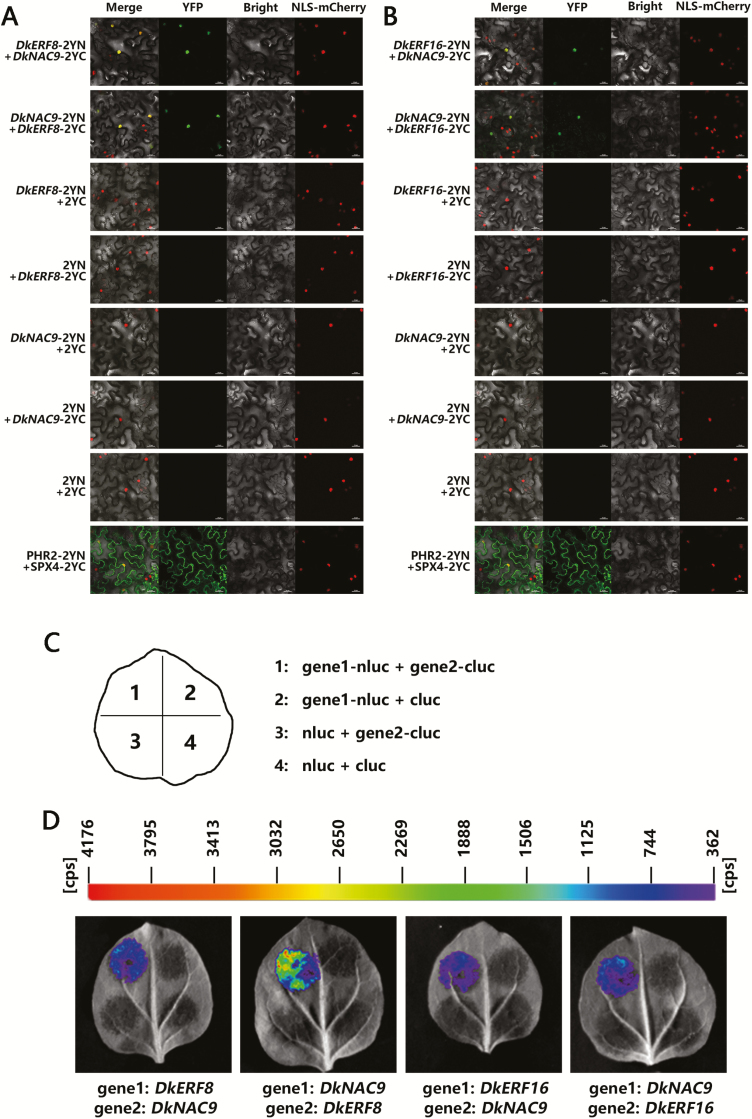
Protein–protein interactions between DkNAC9 and DkERF8/16 as analysed by bimolecular fluorescence complementation (BiFC) and luciferase complementation imaging (LCI) assays. Interactions between DkNAC9 and (A) DkERF8 and (B) DkERF16 as determined by BIFC. N- and C-terminal fragments of yellow fluorescent protein (YFP) (2YN and 2YC, respectively) were fused to the C-terminus of DkNAC9 and DkERF8/16, respectively. Combinations of 2YN or 2YC with the corresponding DkNAC9 and DkERF8/16 constructs were used as negative controls. PHR2-2YN + SPX4-2YC was used as the positive control. Fluorescence of YFP represents protein–protein interaction. Scale bars are 25 μm. (C) Schematic diagram of the injections for LCI, showing one experimental group and its three controls in a tobacco leaf. (D) Interactions between DkNAC9 and DkERF8/16 as determined by LCI. Combinations of nluc or cluc with the corresponding DkNAC9 and DkERF8/16 constructs were used as negative controls.

## Discussion

The molecular basis for softening has been widely investigated in various fruits and a few important regulators have been reported, such as MADS-RIN (Vrebalov *et al.*, 2002), *MaMYB3* (Fan *et al.*, 2018), and *AdDof3* (Zhang *et al.*, 2018). Most of these regulators mainly contribute to natural softening. It is well known that non-optimal environments, such as low temperature (Xu *et al.*, 2014) and water stress (Nakano *et al.*, 2002), also have a major influence on fruit texture; however, these have rarely been studied. Post-deastringency softening of persimmon is triggered by high-CO_2_ treatment (i.e. an extreme low-oxygen environment) and we used this to examine the environment–texture interaction.

### Transcriptomic analysis indicates multiple genes associated with post-deastringency softening

The underlying physiological, biochemical, and molecular effects of high-CO_2_ treatment on persimmon fruit deastringency have been extensively reported. Here, we found more than 4000 DEGs when comparing the high-CO_2_ treatment with controls (Fig. 1), which far exceeded the known number of deastringency regulators (~15 genes, namely *DkADH1/DkPDC2*, Min *et al.*, 2012; *DkERF9/10/19*, Min *et al.*, 2012, 2014; *DkERF18/21/22* and *DkMYB6/10*, Zhu *et al.*, 2018; *DkERF23/24/25* and *DkWRKY1/7*, Zhu *et al.*, 2019).

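In CO2 against CK at 4 d, 2445 DEGs were found by edgeR, of 63046 unigenes tested, and 5177 by DESeq2, run on 218000 with any count. Without CO2 replicate C edgeR gave 5112, without CO2 replicate A 1454, and without CO2 replicate B or CK replicate A, B or C it gave 0, at 11005 to 15237 unigenes with an unadjusted p below 0.05. Of the 2445 DEGs, 1986 have an NR hit, and these hits carry 1358 distinct descriptions (68.4%), so a gene could be counted more than once through several unigenes. Unigenes were matched to the known regulators by the name of their NR or NT hit in persimmon, and where several matched, the one with the highest mean FPKM at 4 d was taken. The unigene chosen this way need not be the transcript of the named gene. That for DkPDC2 has 349 bases, and only its NT hit names DkPDC2, its NR hit being pyruvate decarboxylase 4. DkPDC2 (Cluster-16487.93439, 1 of 19 matches) rose from 15.5 ± 3.47 FPKM in CK (SD, n = 3) to 251 ± 134 in CO2, with a log2 fold change of 4.19 (standard error 0.61, adjusted p = 0.0252, edgeR). DkADH1 (Cluster-16487.115798, 1 of 30 matches) was at 23.5 ± 2.51 FPKM in CK and 22.0 ± 0.687 in CO2, a log2 fold change of −0.01 (standard error 0.24, adjusted p = 0.987) that was positive by DESeq2 (0.03). Of the DkERF genes, DkERF18 (Cluster-16487.22306) had 3 counts over the CK libraries and 383 over the CO2 libraries, a ratio of 127 with a 95% interval of 43.0 to 617 (exact, counting error only), and an adjusted p of 0.0241. DkERF25 (Cluster-16487.59419) rose from 2.6 ± 0.355 to 29.8 ± 16.4 FPKM (log2 fold change 3.52, adjusted p = 0.0192, edgeR), and DkERF10 (Cluster-16487.32289) from 3.11 ± 0.453 to 14.5 ± 5.19 (log2 fold change 2.36, adjusted p = 0.0343). These 4 DEG calls were lost without CK replicate A, B or C or CO2 replicate B (adjusted p 0.0533 to 0.165), and that of DkERF10 also without CO2 replicate A (log2 fold change 1.9). DkERF22 (Cluster-16487.54399) rose by less than 5-fold, with a log2 fold change of 1.76 and an adjusted p of 0.0271. DkERF9, DkERF21, DkERF24 and DkWRKY1 (Cluster-16487.25823, Cluster-16487.39270, Cluster-16487.67489 and Cluster-16487.59500) had log2 fold changes of 3.25, 1.74, 0.92 and 0.47 with adjusted p values of 0.142, 0.211, 0.251 and 0.76, and that of DkWRKY1 was negative with the replicate block (−0.03). DkERF23 (Cluster-16487.106007) had a log2 fold change of −0.32 (adjusted p = 0.691, edgeR), which was 0.06 without CO2 replicate A. The unigenes of DkMYB6 and DkMYB10 had too few counts to be tested, and the annotation names no DkWRKY7 hit. Of the 25 genes named in the paper to which a unigene could be matched, 22 could be tested in CO2 against CK, with 10 DEGs by edgeR and 11 when adjusted over the list alone.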

Wang *et al.* (2017) demonstrated that treatment with high CO_2_ combined with 1-MCP has similar effects on the maintenance of firmness in various cultivars of persimmon, which not only provides a potential practical application but also a means by which DEGs related to post-deastringency softening can be identified, by comparing the effects of high-CO_2_ alone versus high-CO_2_+1-MCP. Using RNA-seq, we obtained 12 full-length TFs among 227 DEGs, including the previously reported *DkERF8* (see Wang *et al.*, 2017). However, *DkERF16/19*, which have also been previously reported as being involved in fruit softening in persimmon, were not identified as being DEGs. 

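DkERF16 was matched to Cluster-16487.217803, the more abundant of 2 unigenes whose NR and NT hits carry that name, and DkERF19 to Cluster-16487.205447, the only such unigene. In CO2 against CK both passed the thresholds by edgeR, DkERF16 with a log2 fold change of 6.55 (standard error 0.9, adjusted p = 0.0242) and DkERF19 with one of 5.21 (standard error 0.71, adjusted p = 0.0241). Over the alternatives the adjusted p ranged from 7.29e-10 (DESeq2) to 0.139 (without CK replicate A) for DkERF16 and from 2.52e-11 (DESeq2) to 0.138 (without CK replicate A) for DkERF19. Both calls were also lost without CK replicate B (0.121 and 0.124), CK replicate C (0.114 and 0.118) or CO2 replicate B (0.0589 and 0.0533), and with the replicate block (0.0954 and 0.0915). In CO2+1-MCP against CO2 neither passed by edgeR, with an adjusted p of 0.159 for DkERF16 and 0.273 for DkERF19. The adjusted p there ranged over the alternatives from 3.87e-10 (no filter on low counts) to 0.658 for DkERF16 and from 0.000339 (no filter) to 0.849 for DkERF19, and DESeq2 called both (1.94e-06 and 0.0244). Neither unigene is in Table S3. The highest FPKM at 4 d was 23.56 for DkERF16, below the minimum of 50, and 58.84 for DkERF19, in CO2 replicate C alone. The paper's final set also leaves out DEGs of CO2+1-MCP against CK. DkERF19 had 0.727 ± 0.0153 FPKM in CK and 3.94 ± 0.48 in CO2+1-MCP. By edgeR 0 of the 21 tested genes named in the paper were DEGs in that comparison.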

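DkERF16 had 0.15 ± 0.07 FPKM in CK (SD, n = 3), 13.3 ± 9.36 in CO2 and 0.0867 ± 0.0902 in CO2+1-MCP, from 7, 559 and 3 counts over the 3 libraries of each treatment. The 559 counts against 3 are a ratio of 164 per total count, with a 95% interval of 55.8 to 797 for counting error only. DkERF19 had 0.727 ± 0.0153 FPKM in CK, 27.9 ± 26.9 in CO2 and 3.94 ± 0.48 in CO2+1-MCP, from 34, 1432 and 163 counts. For each of them the lowest CO2 library, at 5.26 FPKM for DkERF16 and 9.34 for DkERF19, was above every CK and every CO2+1-MCP library, where chance gives no overlap in either direction for 10% in each comparison. The log2 fold change of DkERF19 in CO2+1-MCP against CO2 was −2.89 (standard error 0.69), and −1.94 without CO2 replicate C.

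**Figure D2:**
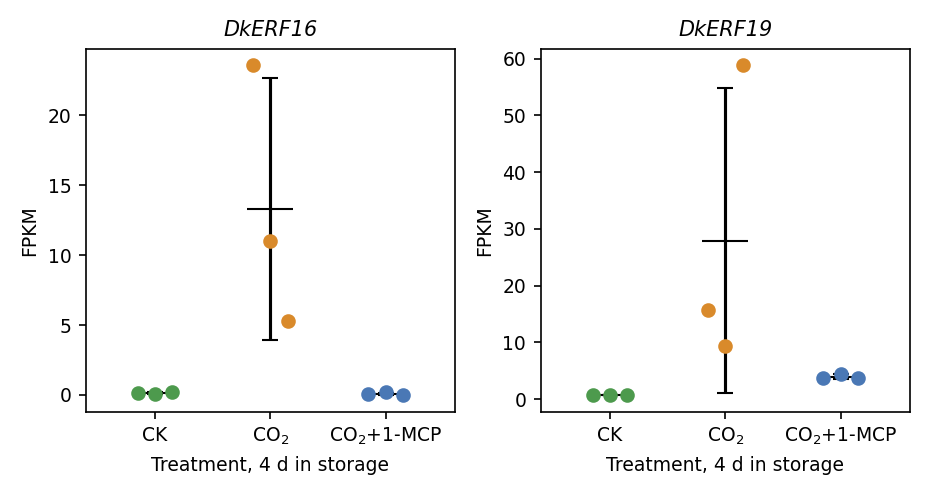
FPKM of DkERF16 and DkERF19 in each library at 4 d in storage on the vertical axis, by treatment on the horizontal axis, with the mean and SD of 3 libraries. The CO2 libraries lie at 23.56, 11.0 and 5.26 for DkERF16 and at 15.65, 9.34 and 58.84 for DkERF19 (replicates A, B and C), all above the CK and CO2+1-MCP libraries.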

We therefore individually examined the FPKM values of *DkERF16/19* and found that their transcript levels were up-regulated by high-CO_2_ and suppressed by high-CO_2_+1-MCP (Supplementary Fig. S3). We assume that the failure to identify them as DEGs was due to the variation among the three biological replicates in the initial screening.

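The spread between the 3 CO2 libraries was a coefficient of variation of 70.5% for DkERF16 and 96.4% for DkERF19. Of the 227 unigenes of Table S3, 103 had a larger coefficient of variation in CO2 than DkERF16, and 12 had a larger one than DkERF19. In CO2+1-MCP the coefficient of variation of DkERF16 was 104.1%, at a level of 3 counts, and 10 of 219 unigenes of Table S3 with counts there exceeded it. For DkERF19 it was 12.2% in CO2+1-MCP and 2.1% in CK, exceeded by 190 of 219 and 196 of 199 unigenes. In CK that of DkERF16 was 46.7%, exceeded by 56 of 199. DkERF16 was highest in CO2 replicate A, as all 225 tested unigenes of Table S3 were, and DkERF19 was highest in CO2 replicate C.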

In addition to the TFs, it was notable that the 227 DEGs were significantly enriched in anthocyanin biosynthesis, pentose and glucuronate interconversions, phenylpropanoid biosynthesis, monoterpenoid biosynthesis, starch and sucrose metabolism, and plant hormone signal transduction pathways (Supplementary Fig. S4). 

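The authors annotated the unigenes with KEGG orthology (KO) entries and with Pfam domains, and these entries were tested here for the 227 unigenes of Table S3, since which pathway an entry belongs to was not analysed here. The background was 6478 unigenes that were tested in all 3 comparisons at 4 d and have a highest FPKM of at least 50, 153 of them in Table S3. Each entry held by at least 3 unigenes of the background was tested by a one-sided Fisher's exact test, with Benjamini–Hochberg adjustment within the 357 KO and the 755 Pfam entries. Of the KO entries, 3 passed in the exact test: galacturan 1,4-alpha-galacturonidase (4 of 4 unigenes in the list, adjusted p = 0.000107), cinnamyl-alcohol dehydrogenase (4 of 9, adjusted p = 0.00409) and cyanidin-3-O-glucoside 2''-O-glucuronosyltransferase (4 of 9, adjusted p = 0.00409). Of the Pfam domains, 4 passed in the exact test: glycosyl hydrolases family 28 (6 of 11, adjusted p = 4.98e-05), the berberine and berberine-like domain (4 of 7, adjusted p = 0.00249), the transferase family (4 of 7, adjusted p = 0.00249) and the FAD binding domain (4 of 8, adjusted p = 0.00367). Several unigenes can come from 1 gene: the 187 unigenes of Table S3 with an NR hit carry 147 distinct NR descriptions. With each NR description counted once in the exact test, 1 KO entry (the glucuronosyltransferase, 4 of 7, adjusted p = 0.00435) and 3 Pfam domains (FAD binding, transferase and berberine-like, each 3 of 5, adjusted p = 0.0412) remained. Galacturan 1,4-alpha-galacturonidase, cinnamyl-alcohol dehydrogenase and glycosyl hydrolases family 28 then no longer passed. With a background chosen after the data had been seen, 6590 unigenes tested in CO2 against CK and in CO2+1-MCP against CO2 and 220 of them in Table S3, 5 KO entries and 5 Pfam domains passed in the exact test, among them rhamnogalacturonan endolyase (5 of 6, adjusted p = 4.18e-05), threonine aldolase (3 of 3, adjusted p = 0.00265) and globin (3 of 3, adjusted p = 0.00748).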

Our focus was to characterize softening-related genes, so we did not further investigate these other physiological changes. The carotenoid content for astringent persimmon fruit has previously been found to be higher after high-CO_2_ treatment (Plaza *et al.*, 2012), and the soluble sugar content has also been reported to change significantly during high-CO_2_ treatment, but without loss of sweetness (Ittah, 1993). However, the molecular mechanisms underlying these phenomena are still unclear, and in this respect our transcriptome data may also provide useful insights for future research. 

### Involvement of high CO_2_/hypoxia-responsive *DkNAC9* in regulating post-deastringency softening

Among the 11 newly isolated high-CO_2_/hypoxia-responsive TFs, only a NAC TF (DkNAC9) showed significant transactivation of the *DkEGase1* promoter, while the other TFs had little effect (Fig. 3). EMSA indicated a physical interaction of DkNAC9 with the CATGTG motif within the *DkEGase1* promoter (Fig. 5). These results point to the direct regulation of post-deastringency softening by DkNAC9, via regulation of *DkEGase1* (Fig. 7). The NACs belong to a family of plant-specific transcription factors that have been identified in various species (Aida *et al.*, 1997; Berger *et al.*, 2009; Zhong *et al.*, 2010), and most of the reported NAC TFs have been shown to have diverse functions in plant growth, development, and stress responses (He *et al.*, 2005; Christianson *et al.*, 2009; Xia *et al.*, 2010; Min *et al.*, 2015). Moreover, NACs such as *SlNAC1* (Ma *et al.*, 2014) and *Nor-like* genes (Gao *et al.*, 2018) have been reported to have roles in tomato ripening. However, the regulatory mechanisms of these NACs on fruit softening have not been specifically investigated. Our identification of DkNAC9 has not only revealed another regulator for post-deastringency softening of persimmon fruit, but also provides new clues with regards to regulation NAC-induced softening. Phylogenetic analysis indicated that *DkNAC9* is a homolog of *AtNAC102* (Supplementary Fig. S5), which is involved in the low-oxygen response in germinating seedlings of Arabidopsis (Christianson *et al.*, 2009). It remains unclear whether or not *AtNAC102* is related to cell wall metabolism. As *AtNAC102* is a hypoxic-response gene, we also examined the role of DkNAC9 in regulation of *DkADH1* and *DkPDC2*, two genes associated with anaerobic respiration (Min *et al.*, 2012), and the results indicated the *DkPDC2* promoter was transactivated by DkNAC9 (Supplementary Fig. S6). Thus, *DkNAC9* has a broader role in responses induced by low oxygen in persimmon fruit.

**Fig 7.**
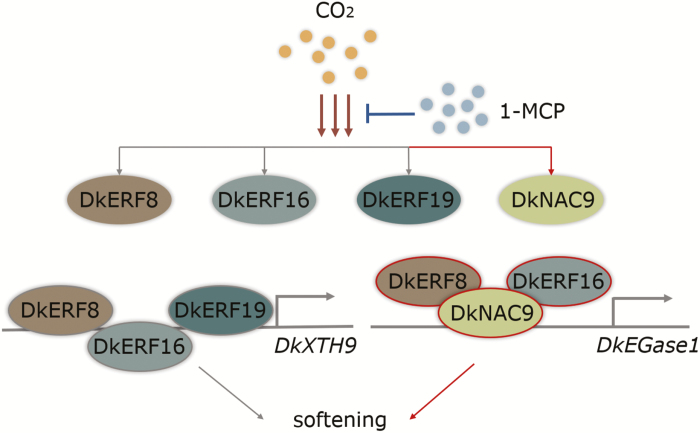
Proposed regulatory model for the role of transcription factors in persimmon fruit post-deastringency softening. Transcripts of *DkERF8/16/19* (Wang *et al.*, 2017) and *DkNAC9* are activated by high-CO_2_, but reduced when 1-methylcyclopropene (1-MCP) is also present. DkERF8/16/19 are involved in regulation of *DkXTH9*, which is related to cell wall metabolism (Wang *et al.*, 2017). DkNAC9 is a direct activator of the *DkEGase1* promoter, and DkERF8 and DkERF16 can interact with DkNAC9 to enhance this regulation. Red lines indicate new data from the current study and grey lines indicate previously published results.

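The annotation names no unigene after DkERF8 or DkNAC9, so the unigenes of their families in Table S3 are given without a name. Of the 2 NAC unigenes, Cluster-16487.17394 had 0.08 ± 0.0173 FPKM in CK (SD, n = 3), 4.41 ± 3.91 in CO2 and 0.163 ± 0.138 in CO2+1-MCP, from 9, 456 and 17 counts. Its log2 fold change was 5.92 in CO2 against CK (standard error 1.0, adjusted p = 0.0305, edgeR) and −5.01 in CO2+1-MCP against CO2 (standard error 1.06, adjusted p = 0.221). Cluster-16487.106118 was more abundant, with 11.3 ± 2.41 FPKM in CK, 66.2 ± 28.1 in CO2 and 13.0 ± 3.5 in CO2+1-MCP, and log2 fold changes of 2.7 (standard error 0.47, adjusted p = 0.0316, edgeR) and −2.59 (standard error 0.46, adjusted p = 0.176). Both NAC calls in CO2 against CK were lost without CK replicate A, B or C or CO2 replicate B (adjusted p 0.0663 to 0.159), and that of Cluster-16487.106118 without CO2 replicate A (log2 fold change 2.16). The 4 ERF unigenes were Cluster-16487.85877 (157 ± 124 FPKM in CO2, 4.24 ± 3.26 in CK, 11.5 ± 2.49 in CO2+1-MCP), Cluster-16487.42382 (95.4 ± 53.3, 4.76 ± 0.698 and 9.17 ± 4.16), Cluster-16487.105549 (136 ± 56.1, 31.8 ± 5.89 and 27.0 ± 1.98) and Cluster-16487.89828 (35.5 ± 14.8, 4.05 ± 0.789 and 6.22 ± 2.46). Their log2 fold changes in CO2 against CK were 5.43, 4.5, 2.26 and 3.26, with adjusted p values of 0.0347, 0.0241, 0.0407 and 0.0247, and the third was not a DEG by its fold change. Without CK replicate A, B or C or CO2 replicate B none of the other 3 passed by edgeR (adjusted p 0.0554 to 0.145), and Cluster-16487.105549 passed only without CO2 replicate C (log2 fold change 2.6, adjusted p = 0.017). In CO2+1-MCP against CO2 the log2 fold changes were −4.02, −3.55, −2.55 and −2.67, with adjusted p values of 0.19, 0.2, 0.177 and 0.223, so 0 of the 6 unigenes were DEGs by edgeR, against 6 at an unadjusted p below 0.05 and 6 by DESeq2. For all 6, which were selected on these libraries, CO2 did not overlap with CK or with CO2+1-MCP, where chance gives no overlap in either direction for 10% in each comparison.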

EGase is the enzyme that hydrolyses glucosidal bonds in the 1,4-*β*-glucan backbone, resulting in cellulose degradation. In tomato, the expressions of *EGase*s has been reported to increase during ripening (Gonzalez-Bosch *et al.*, 1996), and similar phenomena have been observed in other fruits, such as strawberry (Knee *et al.*, 1977) and avocado (O’Donoghue and Huber, 1992). Furthermore, the suppression of EGase results in firmer fruit and overexpression of EGase genes accelerates fruit softening (Brummell *et al.*, 1999). *DkEGase1* was the only coding gene for an EGase that reached the selection threshold in our previous study (Wang *et al.*, 2017), and therefore it may be regarded as the main contributor to the post-harvest decrease in cellulose. The role of DkNAC9 in *DkEGase1* regulation thus provides a new means by which the mechanism of fruit softening in persimmon may be elucidated.

### DkERF8 and DkERF16 are indirect regulators of the *DkEGase1* promoter via protein–protein interactions with DkNAC9

Our previous research indicated that three ethylene response-factor genes, *DkERF8*/*16*/*19*, are involved in regulation of the promoter of *DkXTH9* (Wang *et al.*, 2017). In our current study, we found synergistic interactions between DkNAC9 and both DkERF8 and DkERF16 (Fig. 4), which generated enhanced transactivation of the *DkEGase1* promoter. The differences in activation by DkNAC9 that can be seen in Figs 3 and 4 can be explained by the different concentrations used (Supplementary Fig. S7) with a DkNAC9:SK:promoter ratio of 5: 5: 1 (v:v:v) in Fig 4, compared with 10:0:1 in Fig 3. It can be assumed that DkERF8 and DkERF16 are indirect regulators, as all the EMSAs failed to generate band shifts (Supplementary Fig. S2). Moreover, BiFC and LCI assays all indicated potential protein–protein interactions between DkNAC9 and DkERF8 or DkERF16 (Fig. 6). Thus, it can be proposed that the *DkEGase1* promoter is directly regulated by DkNAC9, which is also the mediator for interactions with DkERF8/16 (Fig. 7). Our previous study indicated the direct regulation by DkERF8 and DkERF16 on the *DkXTH9* promoter (Wang *et al.*, 2017), and hence DkERF8/16 have dual direct and indirect functions in the regulation of two major cell wall genes (i.e. *DkXTH9* for hemicellulose degradation and *DkEGase1* for cellulose degradation) (Fig. 7).

A few ERFs have been reported as regulators for softening in kiwifruit (*AdERF9*; Yin *et al.*, 2010), apple (*MdCBF1*; Tacken *et al.*, 2010), tomato (*Sl-ERF.B3*; Liu *et al.*, 2014), and banana (*MaDEAR1*; Fan *et al.*, 2016). With regards to the regulation of ripening, protein complexes involving either ERFs or NACs have been reported in various fruit. For example, MaNAC1/2 interacts with the MaEIL5 transcription factor involved in ripening in banana (Shan *et al.*, 2012), a complex of CitNAC62 and CitWRKY1 contributes to citric acid degradation in citrus fruit (Li *et al.*, 2017*a*), and AP2/ERF genes have been reported as the partners for MYB transcription factors in the regulation of lignin (EjAP2-1, loquat; Zeng *et al.*, 2015) and anthocyanin (PyERF3, pear; Yao *et al.*, 2017). However, interactions between NAC and ERF transcription factors have rarely been reported for the regulation of fruit ripening. In conclusion, our present research not only suggests the involvement of DkNAC9 in regulating post-deastringency softening of persimmon fruit, but has also revealed the transcriptional complexes DkNAC9–DkERF8/16, which may also prove to be useful in understanding the roles of ripening-related NACs or ERFs in the regulation of fruit texture.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Subcellular localization of *DkERF8/16*-GFP and *DkNAC9*-GFP expressed in tobacco leaves.

Fig. S2. Analysis of the binding ability of DkERF8/16 to the promoter of *DkEGase1*.

Fig. S3. The FPKM values of previously reported *DkERF*s in response to CO_2_ and CO_2_+1-MCP treatments in the ‘Jingmianshi’ cultivar.

Fig. S4. KEGG enrichment analyses of DEGs in response to the different treatments.

Fig. S5. Phylogenetic analyses of persimmon NAC genes.

Fig. S6. Regulatory effects of DkNAC9 with or without DkERF8/16 on the promoters of *DkADH1* and *DkPDC2*.

Fig. S7. Effects of different dilutions of DkNAC9 on the *DkEGase1* promoter.

Table S1. Sequences of the primers used for real-time PCR.

Table S2. Sequences of the primers used for vector construction.

Table S3. The expression of 227 DEGs in response to the different treatments.

Table S4. Annotation of the 227 DEGs in response to the different treatments.

eraa009_suppl_supplementary_figures_S1_S7_tables_S1_S2 Click here for additional data file.

eraa009_suppl_supplementary_table_S3 Click here for additional data file.

eraa009_suppl_supplementary_table_S4 Click here for additional data file.

## Abbreviations

1-MCP: 1-methylcyclopropene
BiFC: bimolecular fluorescence complementation
DEGs: differentially expressed genes
DIS: days in storage
EGase: endo-1,4-*β*-d-glucanase
EMSA: electrophoretic mobility shift assay
ERF: ethylene response factor
LCI: luciferase complementation imaging
TFs: transcription factors
XTH: xyloglucan endotransglycosylase/hydrolase
YFP: yellow fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

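RNA-seq was available for 21 libraries from 'Jingmianshi' persimmon fruit, 3 replicates (A, B and C) for each of 7 groups: fruit at 0 d, and CK, CO2 and CO2+1-MCP fruit at 1 d and at 4 d in storage. The paper's RNA-seq results concern 4 d; the other libraries enter only the closing section and the alternatives that name them. The authors assembled the reads with Trinity into 261970 unigenes and annotated them against NR, NT, Swiss-Prot, Pfam and KEGG orthology. Of these unigenes, 147691 have an NR hit, with 43581 distinct descriptions, 56852 have a KEGG orthology entry and 105035 a Pfam domain.

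For each library the authors deposited estimated counts (expected counts), the reads assigned by them to each unigene without normalization for depth. Between 24.5% and 37.6% of the values per library were not whole numbers, as values shared between unigenes would be, and they were rounded before any test. The authors also deposited FPKM, which they normalized for unigene length and library depth; these values were used for levels and for the FPKM minimum only. The counting tool is not given in the sources used here. Total counts per library ranged from 14644843 to 24943140, and a unigene without any count in 3 libraries was given a floor of 3 counts over the group. Floors and intervals cover counting error only.

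Counts were analysed with edgeR 4.0.16 in R 4.3.3: unigenes with few counts were removed by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood F test compared 2 groups per fit, 3 libraries against 3. A DEG had an adjusted p (Benjamini–Hochberg) below 0.05 and a fold change above 5 in either direction. Standard errors were derived from the log2 fold change and its F statistic. The effect of CO2, or of 1-MCP, was compared between 1 d and 4 d by an interaction contrast in fits with 12 libraries. Opposite trends and the later steps followed the order given in the paper: unigenes up-regulated in CO2 against CK and down-regulated in CO2+1-MCP against CO2 (or the reverse), without the DEGs of CO2+1-MCP against CK, and with a highest FPKM of at least 50 over the 9 libraries at 4 d. Annotation entries held by at least 3 unigenes were tested by a one-sided Fisher's exact test.

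Genes were named by a rule. Its first part took the unigenes of Table S3 whose annotation names a transcription factor family, listed when the values of Table S3 had been seen. Its second part took every gene named in the paper with a persimmon NR or NT hit of that name, using the unigene with the highest mean FPKM at 4 d where several matched. The next part took, per comparison at 4 d, the 3 highest and the 3 lowest log2 fold changes among DEGs with a mean FPKM of at least 50 in either group and no overlap between libraries. Another part took the 5 unigenes of the final set with the highest mean FPKM in CO2, for which Table S3 was used because the set found here was empty. The last part applied the choice by log2 fold change to the 1 d comparisons, to 4 d against 0 d in CK, and to the interactions. A family member was given the paper's gene name only where the numbers of named genes and of unigenes in the family were equal. Unigenes named outside the rule are marked as chosen after their values were seen.

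The alternatives were DESeq2 1.42.0; relative log expression factors; no filter on low counts; all 7 groups in one fit; the replicate letter as a block; a test against the 5-fold threshold; a 2-fold threshold; each library left out in turn; unigenes whose NR hit is not a plant left out (1246 unigenes); counts summed over unigenes with the same NR description; and, for the final set, a mean instead of a highest FPKM, an FPKM minimum of 20, the highest FPKM over 21 libraries, and removal of unigenes differing between CO2+1-MCP and CK at any fold. Alternatives chosen after the data had been seen were the removal of each library's trend with unigene length, leaving out libraries and the replicate block in the 1 d and 0 d comparisons, leaving out libraries in the interactions, a wider background for the annotation entries, DESeq2 for the number of distinct descriptions, and DESeq2 together with the highest FPKM over 21 libraries. The replicate letter was not treated as pairing: across unigenes, deviations of same-letter libraries from their group means were correlated above 0.1 for all 3 letters in none of the 7 pairs of groups. Between CO2+1-MCP 4 d and CO2 4 d these correlations were 0.476 for B and 0.37 for C, against 0.029 for A. Pairing of single letters there is not excluded.

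The tests were tried on simulated counts with 200 changed unigenes at the spread estimated from the libraries, and with a lower dispersion of 0.05, at which edgeR called 196, 193 and 194 of 200 at a log2 fold change of 3 in the 3 comparisons at 4 d. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the count tables were read in R with data.table 1.17.8. RT-qPCR, firmness, and promoter assays were not analysed here.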

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

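Of the tests reported in this part, only leaving out libraries and the replicate block in the 1 d and 0 d comparisons, leaving out libraries in the interactions, the removal of the length trend, and the choices of 3 of the 9 libraries at 1 d were chosen after the result was seen.

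The effect of CO2 differed between 1 d and 4 d in storage for 9459 unigenes by edgeR's interaction test, 5299 with a higher and 4160 with a lower log2 fold change at 4 d. Among the DEGs of the single days, 370 unigenes were up-regulated and 42 down-regulated at both days, and 249 changed in opposite directions. With 1 library left out the number stayed between 7506 and 10086, and with DESeq2 it was 15806. Of 40 groupings of the libraries (39 drawn at random and the real one), 1 gave a number as large, the real one, so chance can be excluded at 1 in 40; the highest of the others gave 7882. A difference in library size is argued against by 8801 unigenes after all libraries were thinned to one total, and a few abundant unigenes by 9600 without the 100 most abundant. What stays open is a biological change between fruit just out of the CO2 treatment and fruit 3 d later.

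The effect of 1-MCP in CO2 differed between 1 d and 4 d for 21 unigenes by edgeR, 4 higher and 17 lower at 4 d. This number rested on the processing. It was 1189 with DESeq2, 1056 without the filter, 1 with relative log expression factors, 1 with the replicate block and 0 with the length trend removed (edgeR, 6984 unigenes at an unadjusted p below 0.05). Without CO2 1 d replicate A, B or C it was 3, 0 and 0, without CO2 4 d replicate A, B or C 54, 1 and 260, without CO2+1-MCP 1 d replicate A, B or C 0, 3 and 51, and without CO2+1-MCP 4 d replicate A, B or C 0, 2 and 0, with 5728 to 8906 unigenes at an unadjusted p below 0.05. Of 40 groupings 2 gave a number as large, the other with 24, so chance cannot be excluded. After thinning to one total 12 unigenes remained past the thresholds, which is consistent with library size as a part of the number, and without the 100 most abundant unigenes there were 39, which argues against these as its source. No biological reading is offered for this number.

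At 1 d, which the paper's RNA-seq results do not cover, 12046 unigenes were DEGs in CO2 against CK by edgeR, 6513 up-regulated and 5533 down-regulated. Only 1 of 10 splits of the 6 libraries, the real one, gave a number as large, and 10 splits alone are too few to exclude chance. Spearman correlations were 0.581 to 0.607 between CK and CO2 libraries at 1 d, 0.859 to 0.873 within CK and 0.846 to 0.883 within CO2, and 0.814 to 0.879 between CO2 and the separately treated CO2+1-MCP libraries. Of 84 choices of 3 of the 9 libraries at 1 d, 1, the CK libraries, had a mean correlation with the 6 others as low as theirs (0.598, the next 0.693), so chance can be excluded for CK being apart from the 2 CO2 treatments as a whole. With any 1 library left out there were 12060 to 13784 DEGs. After thinning to one total there were 11054 DEGs and without the 100 most abundant unigenes 12386, both against the explanations they address. Of tested unigenes with a Diospyros NR hit 40.59% were DEGs (counting error 2.17), against 20.01% of all tested unigenes, which argues against reads from another organism. A response to CO2 stays open, as untested.

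In CO2+1-MCP against CK at 1 d there were 10455 DEGs, 5515 up-regulated and 4940 down-regulated. The real split was 1 of 10 with a number as large, too few splits alone to exclude chance, which the 84 choices exclude for CK against the 2 CO2 treatments as a whole. Spearman correlations between these groups were 0.597 to 0.606, and 0.838 to 0.859 within CO2+1-MCP. With any 1 library left out there were 9848 to 12035 DEGs. Thinning gave 10155, leaving out the 100 most abundant unigenes 10703, and 35.51% of unigenes with a Diospyros hit were DEGs (counting error 2.16) against 17.55% of all tested. Between CO2+1-MCP and CO2 at 1 d edgeR called 0 DEGs at 4167 unigenes with an unadjusted p below 0.05, and DESeq2 called 327; 10 of 10 splits gave a number as large, as any split must beside a count of 0, so this says nothing about chance. A response to CO2 with 1-MCP stays open for the 10455 DEGs, as untested.

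In CK at 4 d against 0 d there were 1048 DEGs, 860 up-regulated and 188 down-regulated. Without CK 0 d replicate A, B or C the number was 495, 392 and 464, without CK 4 d replicate A, B or C 89, 128 and 220, and with the replicate block it was 0 (edgeR, 9815 unigenes at an unadjusted p below 0.05; DESeq2 without the block 1826). The real split was 1 of 10 with a number as large, too few splits to exclude chance whatever they show. Thinning to one total gave 962 and leaving out the 100 most abundant unigenes 1045, so neither library size nor these unigenes account for it. Of 397 tested unigenes with a Diospyros hit 8 were DEGs, 2.02% (counting error 0.71) against 1.67% of all tested, so reads from another organism are argued against as its whole source. Unigenes with an NR hit outside green plants held 0.025% to 0.029% of counts at 4 d and 0.005% to 0.011% at 0 d. Such reads therefore stay open as a part of the source. Storage of the untreated fruit also stays open.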

How the results depend on the processing

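Of the alternatives in this part, the removal of the length trend, leaving out libraries and the replicate block in the 1 d and 0 d comparisons, leaving out libraries in the interactions, the wider background for annotation entries and DESeq2 for the number of distinct descriptions were chosen only after the results were seen.

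Counts that are 0 and stay at 0 say nothing about stability. These are 1 of 2 unmoved counts with DESeq2, 1 of 3 without the filter, 1 of 3 with all 7 groups, 8 of 10 with the replicate block, 7 of 7 with the test against the 5-fold threshold, 7 of 8 with the 2-fold threshold, 4 of 6 with summed unigenes, 8 of 16 with relative log expression factors, 7 of 11 with the length trend removed and 7 of 11 without unigenes lacking a plant hit. With DESeq2, 2 of 18 counts stayed within 1.5 times the value by edgeR. In CO2 against CK it called 3339 unigenes up- and 1838 down-regulated (edgeR 1773 and 672), in CO2+1-MCP against CO2 174 and 1240 (edgeR 0 and 0), and in CO2+1-MCP against CK 813 and 613 (edgeR 114 and 16). Opposite trends were 1045 and 47, the final set 263, and 213 unigenes of Table S3 were in it (edgeR 0 for each). At 1 d it called 18438 DEGs in CO2 against CK and 327 in CO2+1-MCP against CO2, in CK at 4 d against 0 d 1826, and in the interactions 15806 and 1189. The DEGs of CO2 against CK had 2647 distinct NR descriptions with DESeq2 and 1358 with edgeR. DESeq2 was run on 218000 unigenes with any count in CO2 against CK, and edgeR on 63046 kept by its filter. DESeq2 then applies its own filter on mean counts before the adjustment, so the number it adjusted over is not given here. On counts simulated for CO2 against CK with a log2 fold change of 3, DESeq2 called 136 of 200 changed unigenes, against 36 by edgeR. It also made more false calls there, 216 against 2. Only those 200 unigenes were changed there, so the size of neither difference carries over to the real counts. Further causes were not tested.

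Without the filter on low counts, 3 of 17 counts stayed within 1.5 times. The others were 2886 and 1063 in CO2 against CK, 587 and 1715 in CO2+1-MCP against CO2, 347 and 131 in CO2+1-MCP against CK, 1208 and 126 opposite trends, 338 in the final set with 219 of Table S3, 18151, 938 and 16416 in CO2 against CK, CO2+1-MCP against CO2 and CO2+1-MCP against CK at 1 d, and 1056 in the interaction of 1-MCP with the day. With all 7 groups in one fit, 3 of 11 stayed; the others were 53 and 788 in CO2+1-MCP against CO2, 476 and 97 in CO2+1-MCP against CK, 669 and 43 opposite trends, and 288 in the final set with 197 of Table S3. This fit estimates the spread from 21 libraries. The cause was not tested.

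With the replicate letter as a block, no pairing across all letters being shown by the counts, 10 of 17 counts stayed. The others were 0 up- and 0 down-regulated in CO2 against CK (edgeR, 12809 unigenes at an unadjusted p below 0.05), 0 and 0 in CO2+1-MCP against CK (5962), 6786 in CO2+1-MCP against CK at 1 d, 0 in CK at 4 d against 0 d (9815), and 1 in the interaction of 1-MCP with the day. The block leaves fewer degrees of freedom. The test against the 5-fold threshold gave 0 and 0 in CO2 against CK (2625 at an unadjusted p below 0.05) and in CO2+1-MCP against CK (802), and 7 of 11 counts stayed. The 2-fold threshold gave 2808 and 1059 in CO2 against CK and 32 down-regulated in CO2+1-MCP against CK, and 8 of 11 stayed, the threshold itself being lower.

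Summing unigenes with one NR description gave 1 down-regulated in CO2+1-MCP against CO2 and 1 opposite trend, and 242 and 141 in CO2+1-MCP against CK, with 6 of 10 counts unmoved. Relative log expression factors moved 1 of 17 counts, the interaction of 1-MCP with the day (1), as did the removal of the length trend (0 by edgeR, 6984 at an unadjusted p below 0.05; 11 of 12 unmoved). Leaving out unigenes without a plant hit moved 0 of 11 counts; the edgeR set was 0 under each alternative for its FPKM minimum, which says nothing about stability. Of 7 annotation entries 4 passed with each NR description counted once. The entries were not tested in the final set found here, which holds 0 unigenes.

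With 1 library left out, CO2 against CK gave 0 to 2637 up- and 0 to 2475 down-regulated unigenes, 0 without CK replicate A, B or C or CO2 replicate B, 1049 and 405 without CO2 replicate A, and 2637 and 2475 without CO2 replicate C. Unadjusted p values below 0.05 numbered 11005, 11690, 11121 and 15237 in the 4 fits with 0. A group of 2 libraries leaves fewer degrees of freedom. CO2+1-MCP against CO2 stayed at 0 in each of 6 fits, with 2811 to 5635 at an unadjusted p below 0.05, as did opposite trends, the final set and its overlap with Table S3. CO2+1-MCP against CK gave 0 to 514 up- and 0 to 525 down-regulated, the highest values without CO2+1-MCP replicate B and 0 without any other library (5308 to 8454). At 1 d the range was 12060 to 13784 in CO2 against CK, 9848 to 12035 in CO2+1-MCP against CK, and 0 in CO2+1-MCP against CO2 (edgeR, 3017 to 7631 at an unadjusted p below 0.05). CK at 4 d against 0 d ranged from 89 (without CK 4 d replicate A) to 495 (without CK 0 d replicate A), with 128 and 220 without CK 4 d replicate B and C and 392 and 464 without CK 0 d replicate B and C. The interaction of CO2 with the day gave 7506 to 10086, and that of 1-MCP 0 to 260.

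For the named unigenes, 1624 values under alternatives were compared with 147 results: 1224 kept direction and side of the threshold, 293 lost the call, 89 gained it and 18 reversed. Relative log expression factors lost 4 calls, the replicate block 52, and leaving out a library 236 of 936. DESeq2 and the fit without the filter each gained 29 calls. All reversals were at changes that had not passed. Cluster-16487.85877, CO2 1 d vs CK 1 d, went from 0.23 to a lowest value of −0.11 with a library left out (highest 0.53). Cluster-16487.81808, CO2+1-MCP 4 d vs CO2 4 d, went from 1.01 to −0.37 without CO2+1-MCP replicate B (highest 1.5). Cluster-16487.115798, CO2 4 d vs CK 4 d, was −0.01, and 0.03 with DESeq2, 0.02 with all 7 groups, 0.05 without the filter and −0.1 to 0.15 with a library left out. Cluster-16487.106007, CO2 4 d vs CK 4 d, was −0.32 and ranged from −0.91 to 0.06 with a library left out; Cluster-16487.106007, CO2+1-MCP 4 d vs CO2 4 d, was 0.02, and −0.06 with all 7 groups and without the filter, and −0.48 to 0.55 with a library left out. Cluster-16487.59500, CO2 4 d vs CK 4 d, was 0.47 and −0.03 with the replicate block; Cluster-16487.59500, CO2+1-MCP 4 d vs CO2 4 d, was −0.41, 0.03 with the block, and −1.1 to 0.06 with a library left out. The cause was not tested for any reversal.

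Depth limits unigenes with few counts: with 14644843 to 24943140 counts per library, a floor of 3 counts over a group bounds each fold against a group without counts. The spread between libraries limits the rest. In simulated counts with a log2 fold change of 3, edgeR called 36 of 200 changed unigenes in CO2 against CK (2 false calls), 0 in CO2+1-MCP against CO2 (0 false calls, and DESeq2 106 with 227 false) and 17 in CO2+1-MCP against CK (2 false calls). Only those 200 unigenes were changed in each simulation, so these shares do not carry over to the real comparisons.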

Differences from the paper's values

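None of the alternatives named in this part was chosen after the data had been seen, apart from the highest FPKM over 21 libraries used together with DESeq2. The alternatives set before the data were examined are named with each value.

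The paper gives 2954 unigenes up-regulated in CO2 against CK; here there were 1773 by edgeR. The value was within 1.5 times the paper's with DESeq2 (3339), without the filter on low counts (2886), with all 7 groups in one fit (2310), with the 2-fold threshold (2808) and without CO2 replicate C (2637), and not with the other alternatives. For down-regulated unigenes the paper gives 1324 and the value here was 672. It was within 1.5 times the paper's with DESeq2 (1838), without the filter (1063), with all 7 groups (971) and with the 2-fold threshold (1059), and not with the others. For all DEGs of this comparison the paper states more than 4000, against 2445 here. DESeq2 (5177), no filter (3949), all 7 groups (3281), the 2-fold threshold (3867) and leaving out CO2 replicate C (5112) gave values within 1.5 times that number, and the others did not.

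In CO2+1-MCP against CO2 the paper gives 97 up-regulated unigenes, and here there were 0 by edgeR at 3883 unigenes with an unadjusted p below 0.05. No alternative came within 1.5 times the paper's number: DESeq2 gave 174, all 7 groups in one fit 53 and no filter 587. For down-regulated unigenes the paper gives 973, against 0 here. The value was within 1.5 times the paper's with DESeq2 (1240) and all 7 groups (788), and not with the others, among them no filter (1715).

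For opposite trends the paper gives 871 unigenes, against 0 here by edgeR. DESeq2 (1092) and all 7 groups (712) were within 1.5 times the paper's number, and the others were not, among them no filter (1334). The paper's final set holds 227 unigenes, against 0 here by edgeR. DESeq2 (263), no filter (338) and all 7 groups (288) were within 1.5 times this number, and the other alternatives set before the data were examined were not. DESeq2 with the highest FPKM over 21 libraries, chosen after seeing the values, gave 271 and held 218 of the paper's 227 unigenes.

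In Table S3 the paper's values put 226 unigenes past both thresholds in CO2+1-MCP against CO2, against 0 here by edgeR. DESeq2 (225), no filter (226) and all 7 groups (205) were within 1.5 times the paper's number, and the others were not. Log2 fold changes from DESeq2 were within 0.01 of those in Table S3 for 226 of 227 unigenes in either comparison.

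The paper states that DkERF16 and DkERF19 were not among the DEGs, in a passage on its final set. That set also asks for the second comparison, leaves out DEGs of CO2+1-MCP against CK and needs an FPKM of at least 50. At 4 d DkERF16 reaches 23.56 FPKM and DkERF19 58.84. DkERF19 had 0.727 ± 0.0153 FPKM in CK and 3.94 ± 0.48 in CO2+1-MCP. Here Cluster-16487.217803 and Cluster-16487.205447, which carry these names, were both DEGs in CO2 against CK by edgeR, with log2 fold changes of 6.55 (adjusted p = 0.0242, 7.29e-10 to 0.139 over the alternatives) and 5.21 (adjusted p = 0.0241, 2.52e-11 to 0.138 over the alternatives). DESeq2 called both in this comparison and in CO2+1-MCP against CO2. By edgeR neither was called in the second comparison, and in the first both calls were lost without CK replicate A, B or C or CO2 replicate B.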

Other observations

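Of the tests in this part, those on library size, on the division of reads, on another genotype and on mislabelled samples for CO2+1-MCP 4 d replicate B, that on the shortest unigenes, and the removal of the length trend were chosen only after the result was seen.

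At 4 d edgeR called 114 unigenes up-regulated and 16 down-regulated in CO2+1-MCP against CK, of 64312 tested. Without any CK library or without CO2+1-MCP replicate A or C it called 0 (5308 to 8454 at an unadjusted p below 0.05; DESeq2 on all libraries 813 and 613), and without CO2+1-MCP replicate B 514 and 525. Cluster-16487.16708 (DMR6-like oxygenase) had 5047 counts against 2 in CK, a ratio of 2850 with a 95% interval of 788 to 23500, and Cluster-16487.193122 (Hsp20 domain protein) 6890 against 3, a ratio of 2590 with an interval of 886 to 12600. Cluster-16487.28384 (osmotin-like) had a log2 fold change of 9.46 from 4 counts in CK (standard error 1.07, adjusted p = 0.0398, edgeR). The lowest log2 fold changes were taken among DEGs with a mean FPKM of at least 50 in either group and no overlap between libraries. They were in Cluster-16487.53513 (talisin, −3.93), Cluster-16487.104536 (unknown function, −2.87) and Cluster-16487.112958 (GMP synthase, −2.32). All 6 calls were lost without a CK library or CO2+1-MCP replicate A or C (highest adjusted p 0.241 to 0.309), and that of Cluster-16487.112958 also without CO2+1-MCP replicate B (−2.26).

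Of the 10 splits of the 6 libraries at 4 d, 1 gave as many DEGs as found for CO2 against CK, the real one, and 1 for CO2+1-MCP against CK, the real one; 10 of 10 did for CO2+1-MCP against CO2, as any split must beside a count of 0 by edgeR (3883 at an unadjusted p below 0.05, DESeq2 1414). These splits cannot exclude chance for any of the 3 whatever they show, as 3 libraries against 3 never give fewer than 1 in 10.

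CO2 replicate A was the highest of the CO2 libraries at 4 d for 225 of 225 tested unigenes of Table S3, and replicate C the lowest for 89.8%. Outside Table S3, 87.4% of up-regulated DEGs were highest in A, and 25.1% of unigenes without a change. Library size is argued against by a median log2 ratio of A to B and C of 1.81 after TMM normalization. The 100 most abundant unigenes took 22.09% of counts in A and 18.69% to 41.91% in the other libraries, and unigenes with an NR hit outside green plants 0.005% in A and up to 0.054% in others, which argues against both as the source. A fruit further along the same response may be the source: of 368 down-regulated DEGs with a single lowest CO2 library, 54.3% were lowest in A, against 43.8% of unigenes without a change. This cannot be told apart from chance variation of a single library, since these DEGs were called on the same libraries and unigenes without a change were also lowest in A most often.

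The number of DEGs counts unigenes and not genes. Of 1986 DEGs of CO2 against CK with an NR hit there were 1358 distinct descriptions, 68.4%. One gene split into several unigenes could account for part of the remainder, but different genes can share a description, so these cannot be told apart.

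CO2+1-MCP 4 d replicate B had at most 1 count for 761 unigenes that had at least 10 counts in each of the 20 other libraries. Library size is argued against, since the library with the lowest total (CO2 1 d replicate C) lacked 66 by the same measure, and an arbitrary division of reads between near-identical unigenes is argued against, since no other library lacked more than 194. A length trend fits: the median log2 ratio of replicate B to its group was lower in the longest 20% than in the shortest 20% of unigenes, the difference being −1.28. Length alone is argued against for the shortest 20%, of which replicate B lacked 86 and every other library 10 or fewer. Counts summed over unigenes with the same NR description were lower in B by a median log2 ratio of −0.76, against −5.83 for the lacked unigenes themselves; lower expression cannot be told apart from this, as the sums include the lacked unigenes. Fruit of another genotype could also lack unigenes. Replicate B alone had 34 unigenes, within the 10 to 76 of the other libraries, which gives no sign of another genotype and does not exclude it. A mislabelled library was tested on unigenes that separate replicates A and C from another group, chosen without replicate B. For the CK and 1 d groups this is argued against, since replicate B was nearer A and C at 52.2% to 95.4% of them, and held-out libraries of those groups at 38.7% or less. A library of CO2 at 4 d cannot be told apart by the criterion set for this test, which asked for both directions: replicate B was nearer A and C at 91.5% of 541 unigenes higher in CO2 (held-out CO2 libraries 7.9% to 21.8%) but at 34.1% of 129 unigenes lower in CO2, where held-out CO2 libraries reached 43% to 86% and so do not separate either. The groups were divided in this way after the values were seen. A sample from outside the 7 groups cannot be told apart, the highest Spearman correlation of replicate B being 0.807, with CO2 4 d replicate B, against 0.719 and 0.685 with replicates A and C. With each library's length trend removed, edgeR called 0 DEGs in CO2+1-MCP against CO2 (3919 at an unadjusted p below 0.05, DESeq2 without the removal 1414). A count of 0 that stays at 0 decides nothing, and edgeR called 0 of 200 simulated changes with a log2 fold change of 3 in this comparison (DESeq2 106 with 227 false calls), so a part of length trends in the low number cannot be told apart from the spread between libraries.

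Among DEGs with a mean FPKM of at least 50 in either group and no overlap between libraries, the largest increases in CO2 against CK at 1 d were in unigenes without counts in CK, at least 8440-fold for Cluster-16487.129199 (glycerophosphodiester phosphodiesterase), at least 4600-fold for Cluster-16487.72988 (3-oxoacyl reductase) and at least 3860-fold for Cluster-16487.151868 (persimmon alcohol dehydrogenase 1). The lowest were Cluster-16487.85535 (at least 82.4-fold lower), Cluster-16487.110886 (persimmon chitinase, −5.66) and Cluster-16487.99472 (LOB domain protein, −5.65). The same 3 unigenes rose most in CO2+1-MCP against CK at 1 d, by at least 4660-fold, 5340-fold and 5400-fold. The NAC unigene Cluster-16487.17394 had 3863 counts in CO2 at 1 d against 2 in CK, a ratio of 2260 with a 95% interval of 626 to 18700, and an adjusted p of 7.07e-05 by edgeR. Of the known regulators, DkERF10, DkERF21, DkERF9 and DkPDC2 had log2 fold changes of 7.96, 6.7, 5.98 and 5.3 at 1 d. That of DkWRKY3, which the paper counts among its newly isolated TFs, was 4.23. Each of these was a DEG by edgeR with any library left out.

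Among cell wall genes named in the paper, DkXTH10 (Cluster-16487.115103) had a log2 fold change of 6.19 in CO2 against CK at 4 d (adjusted p = 0.0216, edgeR) and −3.04 at 1 d, an interaction of 9.18 (adjusted p = 8.44e-05). DkPE1 (Cluster-16487.145300) and DkPE2 (Cluster-16487.142322) had log2 fold changes of 4.33 and 4.09 in CO2 against CK and −5.48 and −3.51 in CO2+1-MCP against CO2 (adjusted p = 0.152 and 0.176). These 3 calls in CO2 against CK were lost without CK replicate A, B or C or CO2 replicate B (highest adjusted p 0.134, 0.138 and 0.145). DkXTH9 and Dkbeta-gal1 rose by less than 5-fold (2.17 and 2.29, adjusted p = 0.0472 and 0.0367 by edgeR). DkXTH9 passed only without CO2 replicate C (2.53), and Dkbeta-gal1 there (2.41), with DESeq2 (2.34) and without the filter (2.34). Of the other matched softening genes, DkXTH1 (Cluster-16487.95220) had 19.5 ± 0.731 FPKM in CK (SD, n = 3), 43.7 ± 17 in CO2 and 111 ± 69.5 in CO2+1-MCP, with log2 fold changes of 1.19 in CO2 against CK and 1.16 in CO2+1-MCP against CO2 (adjusted p = 0.038 and 0.827, edgeR). DkXTH2 (Cluster-16487.151230) had 0.68 and −2.26 (adjusted p = 0.146 and 0.164), and DkXTH8 (Cluster-16487.81808), too low in counts for a test in CO2 against CK, 1.01 in CO2+1-MCP against CO2 (adjusted p = 0.999), which was −0.37 without CO2+1-MCP replicate B. The DkACT unigene Cluster-16487.125059 had a log2 fold change of 0.48 at 4 d (adjusted p = 0.258) and 0.83 at 1 d (adjusted p = 0.00706).

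Cluster-16487.111793 (endochitinase), chosen after its values were seen as the most abundant unigene, held 15.64% to 21.38% of counts in the 9 CK libraries and 1.36% to 5.36% in the 12 CO2 and CO2+1-MCP libraries. Its log2 fold change was −2.4 in CO2 against CK at 4 d (adjusted p = 0.0357, edgeR), lost without any CK library, CO2 replicate A (−2.05) or CO2 replicate B, and −2.62 at 1 d (adjusted p = 0.00188).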
